# Genomic analysis of microRNA time-course expression in liver of mice treated with genotoxic carcinogen *N*-ethyl-*N*-nitrosourea

**DOI:** 10.1186/1471-2164-11-609

**Published:** 2010-10-28

**Authors:** Zhiguang Li, William S Branham, Stacey L Dial, Yexun Wang, Lei Guo, Leming Shi, Tao Chen

## Abstract

**Background:**

Dysregulated expression of microRNAs (miRNAs) has been previously observed in human cancer tissues and shown promise in defining tumor status. However, there is little information as to if or when expression changes of miRNAs occur in normal tissues after carcinogen exposure.

**Results:**

To explore the possible time-course changes of miRNA expression induced by a carcinogen, we treated mice with one dose of 120 mg/kg *N*-ethyl-*N*-nitrosourea (ENU), a model genotoxic carcinogen, and vehicle control. The miRNA expression profiles were assessed in the mouse livers in a time-course design. miRNAs were isolated from the livers at days 1, 3, 7, 15, 30 and 120 after the treatment and their expression was determined using a miRNA PCR Array. Principal component analysis of the miRNA expression profiles showed that miRNA expression at post-treatment days (PTDs) 7 and 15 were different from those at the other time points and the control. The number of differentially expressed miRNAs (DEMs) changed over time (3, 5, 14, 32, 5 and 5 at PTDs 1, 3, 7, 15, 30 and 120, respectively). The magnitude of the expression change varied with time with the highest changes at PTDs 7 or 15 for most of the DEMs. In silico functional analysis of the DEMs at PTDs 7 and 15 indicated that the major functions of these ENU-induced DEMs were associated with DNA damage, DNA repair, apoptosis and other processes related to carcinogenesis.

**Conclusion:**

Our results showed that many miRNAs changed their expression to respond the exposure of the genotoxic carcinogen ENU and the number and magnitude of the changes were highest at PTDs 7 to 15. Thus, one to two weeks after the exposure is the best time for miRNA expression sampling.

## Background

MicroRNA (miRNA) is a class of small nucleic acids that negatively regulate gene expression [1]. They are single-stranded RNA molecules that are not translated into proteins. Each miRNA molecule is partially complementary to one or more mRNA transcripts, and functions to down-regulate gene expression by inhibiting protein translation or destabilizing target transcripts [2]. The expression of miRNAs is regulated developmentally and spatially, and is involved in differentiation and proliferation of cells [3]. Therefore, miRNA molecules can modulate a wide array of growth and differentiation processes in cancer [4]. A number of studies have demonstrated that miRNA expression is commonly dysregulated in human cancer; and that miRNAs are extensively involved in carcinogenesis and act as either dominant or recessive cancer genes [5]. miRNA expression profiling has shown promise in defining tumor malignancy status and is surprisingly informative when used to identify tumor types, differentiation states and developmental lineages [6].

The available information on miRNA function suggests that miRNA expression profiles might also have predictive value for assessing chemical carcinogenicity. It has been reported that expression of some miRNAs is associated with tumor initiation [7]. Thus, specific miRNAs could represent attractive molecules as informative biomarkers of exposure to carcinogens. Studies on the relationship between miRNAs and carcinogen exposure have been previously reported [8] and miRNA expression has been shown to be dysregulated by many carcinogenic agents like 4-(methylnitrosamino)-1-(3-pyridyl)-1-butanone (NNK) [9], 7,12-dimethylbenz[a]anthrance [10], 2-acetylaminofluorene (2-AAF) [11] and radiation [12]. The results of these studies indicate that miRNAs are involved in early stages of carcinogenesis and suggest that miRNAs could be a useful tool for detecting carcinogen exposure. Expression data from these studies, however, were generated primarily from chronic or subchronic carcinogen exposures in which the animals were treated with multiple doses of carcinogens over a long period such as 20 or 24 weeks [9,11]. This kind of studies are able to reveal cumulative effects of chemical treatments on miRNA expression. However, they are unable to provide time course miRNA expression data caused by a single dose of chemical treatment.

Time-course data is an important component of toxicological studies. It reveals a toxicological response as a transient, continuous, or delayed response. Since the regulation of miRNA expression is a dynamic process, a temporal design provides information regarding an appropriate sampling time for miRNA expression change after carcinogen treatment. In this study, *N*-ethyl-*N*-nitrosourea (ENU), a model genotoxic carcinogen, is used for the carcinogen treatment. We treated mice with one dose of ENU and measured the expression level of miRNAs in the liver of the treated and control mice at several posttreatment times. This treatment and sampling design allowed us to analyze the time-course changes of miRNA expression in tissues exposed to the carcinogen. We have previously published the mutant frequency data from mice treated in this study [13]

ENU is mutagenic in a wide variety of mutagenicity test systems and carcinogenic in various organs of mammals [14]. It induces hepatocellular carcinomas in mouse liver that receives a single dose of ENU [15]. Thus, ENU is a suitable genotoxic carcinogen for studying the time course expression of miRNAs. Usually, biological effects of a carcinogen are affected by various factors, including chemical absorption, distribution, metabolism, and elimination. ENU, however, directly alkylates nucleotides without metabolic activation [14]. Thus, choosing ENU as a model carcinogen avoids the effects of these unrelated processes to a large extent due to ENU's direct activity. Most importantly, abundant information on the time-course effects of ENU toxicity and carcinogenicity has been accumulated including data regarding DNA adducts [16], gene mutations [13], gene expression [17] and tumor formation [18]. This information is valuable to understand alteration of miRNA expression induced by ENU exposure.

## Results

### Principal component analysis

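Liver small RNA from 35 mice was measured on real-time PCR arrays, with 1 array of 384 wells per mouse. Of these mice, 28 had received a single injection of the alkylating agent ENU at 120 mg/kg and 7 had received its vehicle. Each array held assays for 376 miRNAs, 4 reference small RNAs, 2 reverse transcription control wells and 2 positive PCR control wells. The authors deposited the threshold cycle (Ct) of each well before normalization. A Ct is the PCR cycle at which the fluorescence of a well crosses a fixed threshold, so that a lower Ct stands for more RNA. The PCR ran for 40 cycles, and the mean Ct was at most 30 for 205 of the miRNAs. No Ct was given for 15 wells in 11 arrays, and these wells were treated as missing. For every array, the ΔCt of a miRNA was its Ct minus the mean Ct of the 4 reference RNAs. The mean Ct of the reference RNAs was 21.8 ± 0.514 (SD, n = 7) in the control group and between 21.6 and 22.5 in the ENU groups. Expression is given as -ΔCt, a log2 scale, and a log2 fold change is the difference of the mean -ΔCt of an ENU group and the control group. Each ENU group was compared with the control group in limma (two-sided), and miRNAs with a p value under 0.01 and a fold change above 2, as in the paper, were counted as DEMs. The number of arrays per group limits the precision of these values. The files record when each array was run, in 3 periods of 2009. From February to March, 3 controls (labelled day 1), 4 of the PTD 1 samples and all samples of PTDs 3, 7 and 15 were run. In April, 2 controls (labelled day 30), 1 sample of PTD 1 and all samples of PTDs 30 and 120 were run, and the other 2 controls (labelled day 30) were run in May.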

To globally view the temporal changes of miRNA expression induced by a single ENU treatment at different posttreatment time points, principal component analysis was performed to classify all of the 35 animal samples (5 samples each group for post-treatment days [PTDs] 1, 3, 7 and 15 after ENU treatment; 4 samples each group for PTDs 30 and 120; and 7 samples for the control group). The normalized Ct values of 376 miRNAs (Additional File 1) were used for this analysis and the results for the first 3 principal components are shown in Figure 1. The samples can be roughly divided into 2 groups. 

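The components were computed from the ΔCt of all 376 miRNAs, each scaled to unit variance over the 35 samples. The first component held 37.0% of the variance, the second 18.8% and the third 6.22%. The score on the second component was -9.49 ± 2.24 (SD, n = 5) at PTD 7 and -8.63 ± 2.19 (SD, n = 5) at PTD 15. It was 3.91 ± 5.43 (SD, n = 7) in the control group, 2.46 ± 4.53 (SD, n = 5) at PTD 1 and -5.13 ± 8.05 (SD, n = 5) at PTD 3. At PTDs 30 and 120, it was 8.89 ± 2.18 (SD, n = 4) and 10.3 ± 1.17 (SD, n = 4), respectively. On the first 3 components, the centroid of the 10 samples at PTDs 7 and 15 lay 14.7 from the centroid of the other 25 samples (permutation test, p = 0.00065). The paper named these 2 groups from its own components of the same samples, which favours a small p in this test. The centroids of PTDs 7 and 15 lay 4.65 apart (exact permutation test, p = 0.421). Among the arrays run from February to March, the samples at PTDs 7 and 15 lay 17.9 from the other 12 samples (permutation test, p = 0.00097). The samples at PTDs 7 and 15 were run last in that period, so this test cannot tell ENU apart from the order of runs. In replicates 3, 4 and 5 of PTD 3, run just before them, the second component was at -13.0, -9.18 and -10.6. All arrays run earlier had positive scores on it. No sample of PTDs 7 and 15 was run in April or May. Each array has 2 reverse transcription control wells, and the Ct of the first minus the Ct of the second was positive in 12 of the arrays. Within the groups, the score on the second component was lower where this difference was higher, with Pearson's r of -0.731 (permutation test, p = 0.00042) and Spearman's rho of -0.688 (permutation test, p = 0.00035). Without the 2 samples farthest from the median difference, r was -0.683. Of the 5 relations of this kind computed, this one had an adjusted p of 0.00105 (permutation test with Benjamini-Hochberg adjustment). Without the control group and PTD 3, r was -0.463 (permutation test, p = 0.0602), and -0.224 without the 2 samples farthest from the median there. In the groups that remained, the SD of this difference was from 0.058 to 0.117, against 0.250 in the control group and 0.222 at PTD 3. A lower r can arise from this narrower range alone.

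**Figure D1:**
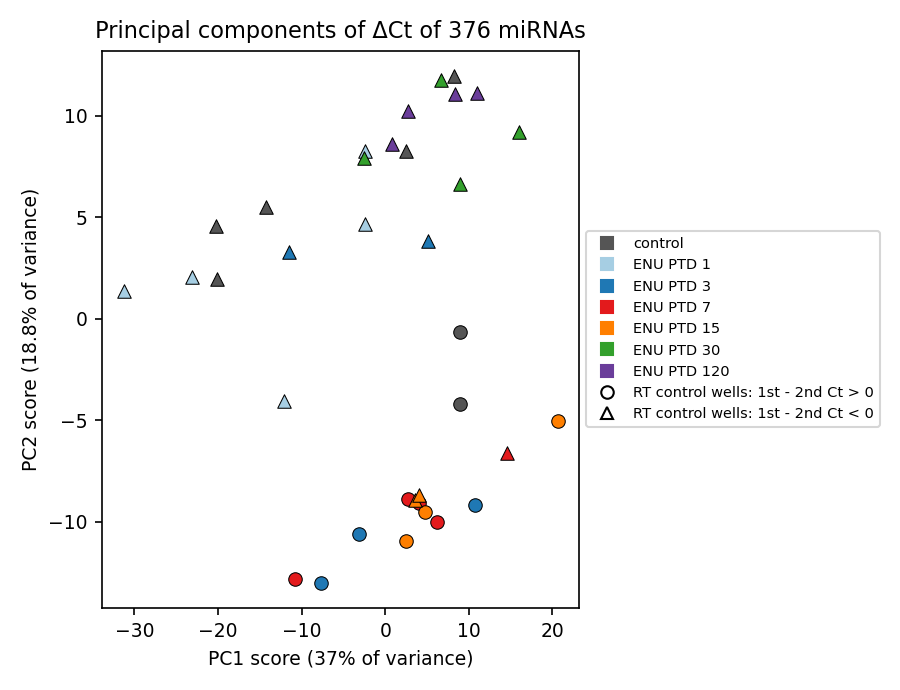
Scores of the 35 liver samples on the first (x axis) and second (y axis) principal component of ΔCt, in units of the autoscaled data, coloured by group; circles are arrays in which the Ct of the first reverse transcription control well exceeded that of the second, and triangles are the others. The 12 circles include 3 samples of PTD 3 and 2 controls.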

Samples at PTDs 7 and 15 are grouped together while samples from the other groups including the control group and treatment groups at PTDs 1, 3, 30 and 120 are clustered together. 

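Each ENU group was also compared with the 7 controls by the distance of the centroids on the first 3 components. The distance was 15.5 at PTD 7 (exact permutation test, p = 0.0442) and 17.5 at PTD 15 (exact permutation test, p = 0.0240). At the other PTDs, it was 11.1 at PTD 1 (exact permutation test, p = 0.239), 11.0 at PTD 3 (p = 0.222, exact), 13.1 at PTD 30 (p = 0.139, exact) and 11.7 at PTD 120 (p = 0.191, exact). With Benjamini-Hochberg adjustment over the 6 PTDs, the p of these exact tests was 0.133 at PTDs 7 and 15 and 0.239 at the others. The controls lay on average 14.5 from their own centroid, which is within the range of these distances. With ΔCt computed from the median Ct of each array in place of the reference RNAs, the distances at PTDs 7 and 15 were 17.0 and 17.1 (adjusted p = 0.00758 for each, exact permutation test). This median was taken over the 205 miRNAs with a mean Ct of at most 30, here and wherever the median Ct of each array is named. Against the 3 controls of the same run period, the distance was 3.66 for the 4 samples of PTD 1 (exact permutation test, p = 0.857), 19.3 for PTD 3 (p = 0.0357, exact), 25.5 for PTD 7 and 28.3 for PTD 15 (p = 0.0179 for both, exact, the smallest that 5 samples against 3 allow). These 3 controls were run first in the period and PTDs 7 and 15 last. Run order and ENU therefore cannot be told apart for PTDs 7 and 15. Against the 2 controls run in April, the distance was 4.50 for PTD 30 (exact permutation test, p = 0.733) and 1.55 for PTD 120 (p = 1, exact). Of the 5 samples at PTD 3, 3 were nearer to the centroid of PTDs 7 and 15 than to that of the control group and PTDs 1, 30 and 120. These were replicates 3, 4 and 5, whose difference between the reverse transcription control wells was positive, while it was negative in replicates 1 and 2. From the separation of PTDs 7 and 15 on the components, the paper proposes that ENU altered miRNA expression globally at these PTDs, and that some animals at PTD 3 had similar expression patterns.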

The results from the principal component analysis suggest that the miRNA expression was globally altered by ENU treatment at PTDs 7 and 15, but not at PTDs 1, 3, 30 and 120 although two samples at PTD 3 also fall into the PTDs 7 and 15 group, which might reflect that some animals at PTD 3 had miRNA expression patterns similar to those from samples at PTDs 7 and 15.

**Figure 1:**
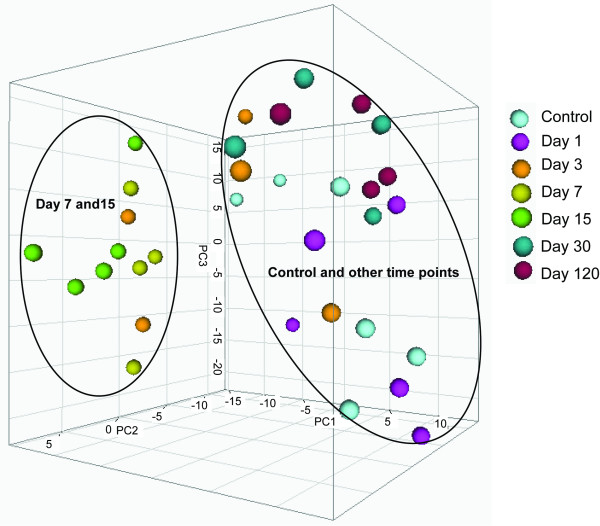
**Principal component analysis of liver samples collected at different times after ENU treatment**. The samples were analyzed according to the expressions of 376 mouse miRNAs using auto-scale method.

### Time course analysis of miRNA expression

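In the comparisons of the 6 ENU groups with the 7 controls, 65 of the 376 miRNAs were DEMs at 1 or more PTDs, and 24 of them were DEMs at more than 1 PTD. Of the 65 DEMs, 39 are listed in Table 1 of the paper. The log2 fold changes of the DEMs of Table 1 had the paper's direction at every PTD where they are listed. With Benjamini-Hochberg adjusted p values of limma under 0.05 in place of the p value under 0.01, 48 miRNAs were DEMs. The choice of controls moved the number most, and with only the 3 controls labelled day 1, 250 miRNAs passed.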

There were 43 miRNAs whose expression was dysregulated by ENU treatment at least at one posttreatment time. The names of those differentially expressed miRNAs (DEMs), their fold changes against the controls and the posttreatment time points when their expression was altered, as well as their possible functions reported in the literature are listed in Table 1 (see Additional File 2 for the fold changes and *p *values of all the miRNAs in the PCR array). The amount of the DEMs was changed with time after ENU treatment (Figure 2). 

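At PTD 1, 5 of the 376 miRNAs were DEMs, of which 2 were up-regulated and 3 were down-regulated. None of the 5 had an adjusted p of limma under 0.05, while 19 miRNAs had an unadjusted p under 0.05. The up-regulated DEMs were miR-34a and miR-34b-5p. The down-regulated DEMs were miR-150, with a log2 fold change of -1.72 (standard error 0.36), miR-146a, with -1.33 (standard error 0.45), and miR-700, with -1.22 (standard error 0.41). Against the 3 controls of its own run period, the log2 fold change of miR-146a was -0.67 (exact permutation test, p = 0.286). At PTD 3, 8 miRNAs were DEMs, 5 up-regulated and 3 down-regulated, and 3 of them had an adjusted p of limma under 0.05. The up-regulated DEMs were the 3 members of the miR-34 family, miR-222 and miR-423-5p, and the down-regulated DEMs were miR-684, miR-302c* and miR-453. At PTD 1, 49 miRNAs passed with only the 4 controls labelled day 30. With only the 3 controls labelled day 1, run in the same period as 4 of the 5 PTD 1 samples, 4 passed. At PTD 3, 30 miRNAs passed with only the 3 controls labelled day 1, and 23 with only the 4 labelled day 30. Same-numbered samples of the control group and PTD 1 deviated together with a correlation of 0.101, and those of the control group and PTD 3 with one of 0.223. With the replicate number as a block, 5 miRNAs were DEMs at PTD 1 and 5 at PTD 3.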

Only 3 and 5 DEMs were found at PTDs 1 and 3, respectively. This amount increased to 14 and 32 at PTDs 7 and 15, and then decreased to 5 each at PTDs 30 and 120. 

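At PTD 7, 37 miRNAs were DEMs, 9 up-regulated and 28 down-regulated, and at PTD 15, 43 were DEMs, 25 up-regulated and 18 down-regulated. An adjusted p of limma under 0.05 together with a fold change above 2 was found for 28 miRNAs at PTD 7 and 39 at PTD 15. At PTD 30, 6 miRNAs were DEMs, and at PTD 120, 5 were DEMs, all up-regulated. Of these, 2 at PTD 30 and 0 at PTD 120 had an adjusted p of limma under 0.05, while 40 and 33 miRNAs, respectively, had an unadjusted p under 0.05. The median log2 fold change of all 376 miRNAs was 0.19 at PTD 7, 0.36 at PTD 15, 0.54 at PTD 30 and 0.46 at PTD 120. With only the 3 controls labelled day 1, the numbers were 124 at PTD 7, of which 101 were up-regulated, 152 at PTD 15, of which 134 were up-regulated, 141 at PTD 30 and 105 at PTD 120. With only the 4 controls labelled day 30, they were 38 at PTD 7, of which 5 were up-regulated, 34 at PTD 15, of which 14 were up-regulated, 5 at PTD 30 and 6 at PTD 120. The DEMs with the largest changes at PTD 7 were miR-684, miR-369-5p, miR-883b-5p, miR-135b and miR-302c*, with log2 fold changes from -4.90 to -3.51. At PTD 15, they were miR-135b, with -5.27 (standard error 0.79, adjusted p = 0.000993 in limma), miR-684, miR-302c*, miR-369-5p and miR-681, with -3.20 (standard error 0.62, adjusted p = 0.00723 in limma). The DEMs that were down-regulated at PTD 7 or 15 numbered 30. Within PTD 3, these 30 miRNAs were on average lower in the 3 arrays with a positive difference of the reverse transcription control wells than in the other 2, by a log2 difference of -2.68, and within the control group by -1.10, where the 2 arrays with a positive difference are the 2 run in May. With this difference as a covariate, their mean log2 fold change at PTDs 7 and 15 was -1.65, against -2.16 without it. At PTD 30, miR-135b had a log2 fold change of 2.27 (standard error 0.60), miR-698 one of 1.87 (standard error 0.54) and miR-96 one of 1.75 (standard error 0.56). Against the 2 controls run in April, the values were 0.93, 2.03 and 0.76, respectively. The DEMs at PTD 120 were miR-135b, miR-211, miR-466c-5p, miR-453 and miR-142-3p. Against the 2 controls run in April, miR-211 was at 0.41 and miR-466c-5p at 0.90. Normalization was also done to the median Ct of each array, over the 205 miRNAs with a mean Ct of at most 30. With it, 28 of 40 DEMs at PTD 15 and 3 of 5 at PTD 120 were down-regulated.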

Most of the DEMs (4 out of 6) at PTDs 1 and 3 were also observed at PTDs 7 and 15. 

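In the limma comparisons, 11 miRNAs were DEMs at PTD 1 or PTD 3, 2 of which, miR-34a and miR-34b-5p, were DEMs at both. Of the 11, 8 were also DEMs at PTD 7 or 15. The other 3 were miR-150, miR-146a and miR-700, which were lower at PTD 1. The log2 fold changes of miR-150 at the later PTDs ranged from -0.21 at PTD 3 to 0.50 at PTD 120.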

Two miRNAs, mmu-miR-34a and mmu-miR-34b-5p, were up-regulated at all posttreatment time points except day 120. 

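The log2 fold change of miR-34a was 1.24 at PTD 1 (SD 0.49, n = 5), 2.51 at PTD 3 (SD 0.60), 2.78 at PTD 15 (SD 0.20) and 1.98 at PTD 30 (SD 0.46, n = 4), with exact permutation p of 0.00126 at PTDs 1, 3 and 15, the smallest that 5 mice against 7 allow, and of 0.00303 at PTD 30. At PTD 7, it was 1.91 (SD 1.79, n = 5; exact permutation p = 0.0240). There, replicate 5 was at -1.27 relative to the control mean, while the other 4 samples were between 2.39 and 2.81, and without replicate 5 the log2 fold change was 2.70. The log2 fold change of miR-34b-5p was 1.16 at PTD 1 (SD 0.65, n = 5; exact permutation p = 0.00253), 2.34 at PTD 3 (SD 0.70), 3.00 at PTD 7 (SD 0.20), 2.64 at PTD 15 (SD 0.26) and 2.17 at PTD 30 (SD 0.49, n = 4). At PTD 120, the values were 0.71 for miR-34a (exact permutation test, p = 0.0394) and 0.67 for miR-34b-5p (exact permutation test, p = 0.0242), and both were below the 2-fold threshold. The control samples had an SD of 0.43 for miR-34a and 0.36 for miR-34b-5p. Against the controls of the same run period, the log2 fold changes of miR-34a were 1.14 at PTD 1, 2.33 at PTD 3, 1.72 at PTD 7, 2.59 at PTD 15 and 1.96 at PTD 30, and those of miR-34b-5p were 1.12, 2.41, 3.07, 2.71 and 1.82. At PTD 120, against the controls run in April, miR-34a was at 0.69 (exact permutation test, p = 0.2) and miR-34b-5p at 0.33 (p = 0.533, exact). The 2 controls of April allow no exact p under 0.0667 for PTDs 30 and 120. With normalization to the median Ct of each array, the values at PTD 30 were 1.54 for miR-34a and 1.73 for miR-34b-5p, and those at PTD 120 were 0.32 for miR-34a (exact permutation test, p = 0.436) and 0.28 for miR-34b-5p (p = 0.385, exact).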

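In the limma comparisons, 23 miRNAs were DEMs at both PTD 7 and PTD 15, and all 23 had the same direction at both. Of the 23, 3 differed between the PTDs with an exact permutation p under 0.05, and the smallest adjusted p was 0.313. The paper lists 10 miRNAs as DEMs at both PTDs, and the log2 fold changes of these 10 had the same direction at both. Their log2 fold changes at PTDs 7 and 15 differed by 0.20 to 0.87, with a median of 0.38. All samples of both PTDs were run from February to March.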

Most of the miRNAs that were differentially expressed at both PTDs 7 and 15 had the same change directions and similar change magnitudes at the two time points, indicating miRNA alteration during this period was relatively stable (Table 1). However, DEMs at PTD 120 were different from those found in previous posttreatment time points except for mmu-miR-453 that was also dysregulated at PTDs 7 and day 15 but with an opposite change direction (Table 1).

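The log2 fold change of miR-453 was 1.41 at PTD 120 (SD 0.58, n = 4; exact permutation p = 0.00303), -1.64 at PTD 7 (SD 0.75, n = 5; exact permutation p = 0.00253) and -1.85 at PTD 15 (SD 0.73, n = 5; exact permutation p = 0.00253). The 4 samples at PTD 120 lay 3.15 above the 10 samples at PTDs 7 and 15 on the log2 scale (exact permutation test over 1001 splits, p = 0.000999). No run period held samples of both. Against the controls of the same run period, the log2 fold change was 0.91 at PTD 120 (exact permutation test, p = 0.133), -1.32 at PTD 7 (p = 0.0714, exact) and -1.53 at PTD 15 (p = 0.0357, exact). At PTD 15, replicate 5 was at -0.55, while the other 4 samples were between -2.26 and -2.09. At PTD 3, miR-453 was also a DEM, with a log2 fold change of -1.89 (SD 1.36, n = 5; exact permutation p = 0.00253). Of the other 4 DEMs at PTD 120, miR-135b was also a DEM at PTDs 7, 15 and 30. Its log2 fold change was 2.12 at PTD 120 and -3.74 at PTD 7, and against the controls run in April it was 0.77 at PTD 120 (exact permutation test, p = 0.2).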

**Table 1:** MicroRNAs whose expressions were significantly changed by ENU in at least one post-treatment time point.

MicroRNA	Day 1	Day 3	Day 7	Day 15	Day 30	Day 120	Function
let-7b				+			Ectopic expression of let-7b reduced HMGA2 expression and cell proliferation in a lung cancer cell line [33].
miR-106b				+			miR-106b was up-regulated in several human tumors compared with adjacent normal tissues and formed a negative-feedback loop with cell cycle regulator E2F1 [43].
miR-130a				+			Expression of miR-130a was significantly up-regulated in primary glioblastomas compared with normal peripheral brain tissue [44].
miR-130b				+			miR-130b showed increased expression in patients with primary WHO grade II gliomas that spontaneously progressed to WHO grade IV secondary glioblastomas [45]. miR-130b was also up-regulated in human T-cell leukemia virus 1 (HTLV-1)-mediated cellular transformation [46].
miR-135b					+ +	+ +	miR-135b expressed was increased in patients with post-surgery elevation of prostate-specific antigen (chemical relapse), as compared with patients with non-relapse disease [47].
miR-138				+			miR-138 suppresses invasion and promotes apoptosis in head and neck squamous cell carcinoma cell lines [34].
miR-144				+			Introduction of miR-144 affected caspase activation in TRAIL-induced apoptosis pathway [48].
miR-150	-						Control of B cell differentiation by targeting the transcription factor c-*Myb *[49].
miR-219				+			miR-219 displayed dysregulated expression in human tongue carcinomas [50].
miR-222			+	+			miR-222 was up-regulated in atypical teratoid-rhabdoid tumors [51].
miR-301a				+			miR-301a expression was significantly differentiated in smoker versus non-smoker [52].
miR-302c*			- - -	- - -			ND
miR-32				+			Over-expression of miR-32 was associated with poor outcome of human kidney cancer [53].
miR-335-5p			+	+			miR-335 was highly expressed in pediatric acute myeloid leukemia [54].
miR-337-5p				+			ND
miR-339-5p		+					ND
miR-34a	+	+ +	+	+ + +	+		Regulation of *p53*-mediated apoptosis [32].
miR-34b-5p	+	+ +	+ + +	+ + +	+ +		Induction of cell cycle arrest by joining *p53 *network [55].
miR-34c		+	+ +	+ +	+		Induction of cell cycle arrest by joining *p53 *network [35].
miR-369-5p			- - -	- - -			miR-369-5p was up-regulated in mesenchymal stem cells propagation [56].
miR-411			-				ND
miR-423-5p		+		+			miR-423-5p was involved in muscle development and growth and showed greatest in the neonate development stage [57].
miR-434-5p			-				ND
miR-451				+			miR-451 expression was up-regulated in multidrug resistant cancer cell lines [58].
miR-453			-	-		+	A variant affecting miR-453's putative target site in estrogen receptor (ESR) 1 is associated with breast cancer risk in premenopausal women [59].
miR-466d-5p				+ +			ND
miR-484				+			miR-484 was involved in adrenal tumorigenesis [60].
miR-487b				+			ND
miR-590-3p			+ + +				miR-590-3p and other miRNAs were suggested to mediate control of autoimmune gene expression [61].
miR-590-5p					+		miR-590 was involved in regulating the expression of transforming growth factor TGF-beta1 and its receptor TGF-betaRII [62].
miR-672			+ +	+			ND
miR-677			+	+			ND
miR-700				+			ND
miR-707				+			ND
miR-762				+			miR-762 was up-regulated in tumor tissue induced by DMBA [10].
miR-871				-			ND
miR-875-3p			- - -				ND
miR-877				+			ND
miR-883a-5p				-			ND
miR-93				+			miR-93 was over-expressed in human T-cell leukemia virus 1- transformed human T-cell lines and primary peripheral blood mononuclear cells from adult T-cell leukemia patients [46].
miR-681						+	ND
miR-205						+	miR-205 expression was down-regulated in breast cancer, but up-regulated in other types of cancer including lung cancer, bladder cancer and ovarian cancer [63].
miR-142-3p						+	miR-142-3p was over-expressed in childhood B-cell precursor acute lymphoblastic leukemia [64].

Note: miRNAs with *p *value < 0.01 and fold change >2.0 were considered significantly changed. The symbols +, ++, and +++; or -, - -, and - - - indicate that the miRNA was up- or down-regulated at a magnitude of 2-4, 4-6, and >6 fold, respectively. No symbol is given if the miRNA was not significantly changed. ND means not determined.

**Figure 2:**
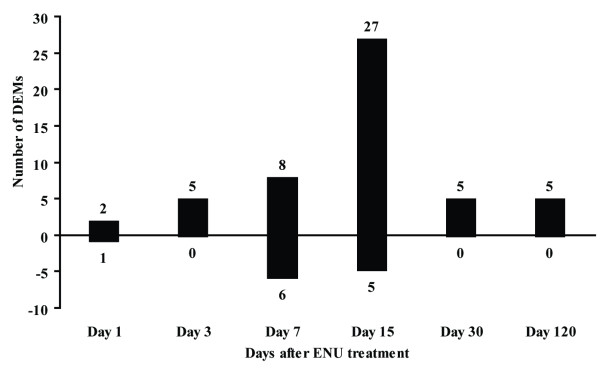
**Number of the differentially expressed miRNAs (DEMs) in livers of mice treated with ENU at different post-treatment days**. The bars above and below x axis represent up- and down- regulated DEMs, respectively. The numbers at the top of each bar denote the amount of DEMs represented by the bar.

### Confirmation of the temporal expression changes of three miR-34 family miRNAs and one miR-762 family miRNA by individual TaqMan assays

The miR-34 family is worth special attention because two of its members, mmu-miR-34a and mmu-miR-34b-5p, were significantly up-regulated one day after ENU exposure and maintained increased expression at the 5 subsequent time points up to PTD 30, while another family member, mmu-miR-34c, displayed significant over-expression at multiple time points from PTD 3 to 30. 

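The log2 fold change of miR-34c was 0.62 at PTD 1 (SD 0.62, n = 5; exact permutation p = 0.0833), 1.87 at PTD 3 (SD 0.76, n = 5), 2.33 at PTD 7 (SD 0.13, n = 5), 2.07 at PTD 15 (SD 0.41, n = 5), 1.10 at PTD 30 (SD 0.52, n = 4; exact permutation p = 0.00909) and 0.40 at PTD 120 (SD 0.82, n = 4; exact permutation p = 0.309). At PTDs 3, 7 and 15, every ENU sample was above every control sample (exact permutation test, p = 0.00126). The control samples had an SD of 0.49. Against the controls of the same run period, the values were 0.74, 2.00, 2.45, 2.19, 1.53 and 0.84 from PTD 1 to PTD 120. With normalization to the median Ct of each array, the log2 fold change was 0.99 at PTD 1 (exact permutation test, p = 0.00631), 0.67 at PTD 30 (p = 0.0636, exact) and 0.01 at PTD 120 (p = 0.979, exact).

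**Figure D2:**
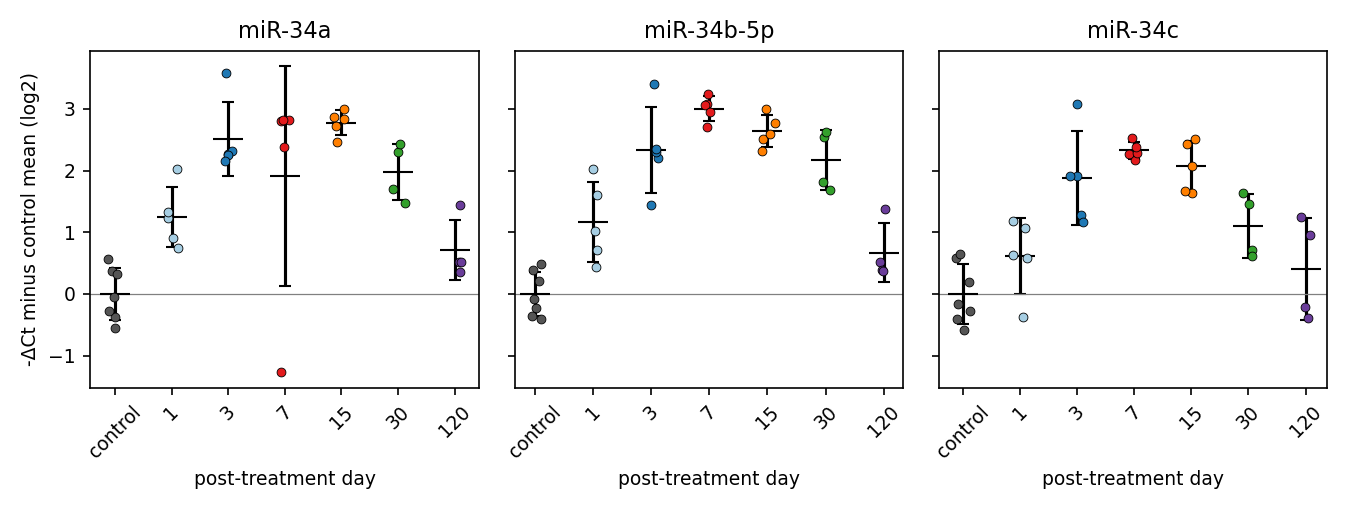
Expression of miR-34a, miR-34b-5p and miR-34c in each liver sample, as -ΔCt minus the mean of the 7 controls (y axis, log2), by group (x axis, control and PTDs); points are samples, and bars are the mean and SD. The sample of PTD 7 at -1.27 for miR-34a is replicate 5, in which miR-34b-5p was at 3.24 and miR-34c at 2.52.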

To serve as a confirmation of the data from RT^2^-mouse miRNA PCR Array, a different real-time PCR platform, TaqMan miRNA assay, was used to measure the time-course changes of miR-34 family members induced by the ENU treatment using the same RNA samples. For TaqMan miRNA assay, all of the samples were reversely transcribed simultaneously and the PCRs for the different samples were run in the same plates. This procedure can greatly reduce the inter-plate variability that could be produced when PCR arrays are used. A comparison of miR-34 family miRNA expression measured by the two different platforms is shown in Figure 3. 

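On the PCR arrays, the fold change of miR-34a was 5.71 at PTD 3, 3.75 at PTD 7, 6.85 at PTD 15 and 3.93 at PTD 30. The fold change of miR-34b-5p was 5.06 at PTD 3, 8.03 at PTD 7, 6.23 at PTD 15 and 4.48 at PTD 30, and that of miR-34c was 3.66, 5.01, 4.19 and 2.14. The difference between PTDs 7 and 15, on the log2 scale, was 0.36 for miR-34b-5p (exact permutation test, p = 0.0476, adjusted p over the 3 miRNAs = 0.143), 0.26 for miR-34c (p = 0.246, exact) and -0.87 for miR-34a (p = 0.270, exact). The TaqMan values are not among the deposited data.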

The results from the two real-time PCR assay platforms are very consistent and show similar temporal kinetics of miRNA expression for miR-34 family miRNAs, rising from day 1 or 3, reaching peaks at day 15, and decreasing until the end of observation, day 120. 

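On the PCR arrays, the log2 fold change of miR-762 was -0.35 at PTD 1 (SD 0.30, n = 5), 0.30 at PTD 3 (SD 0.61, n = 5), 1.15 at PTD 7 (SD 0.55, n = 5; exact permutation p = 0.0265), 1.46 at PTD 15 (SD 0.65, n = 5; exact permutation p = 0.0101), 0.56 at PTD 30 (SD 0.78, n = 4) and 0.57 at PTD 120 (SD 0.33, n = 4). At PTDs 1, 3, 30 and 120, the exact permutation p was between 0.258 and 0.511. The control samples had an SD of 0.86, which is larger than the changes at these 4 PTDs. At PTD 15, it was a DEM with an adjusted p of 0.0490 in limma. Against the controls of the same run period, the log2 fold changes were 0.53 at PTD 1, 1.14 at PTD 3, 1.99 at PTD 7, 2.30 at PTD 15, 0.08 at PTD 30 and 0.09 at PTD 120. With only the 4 controls labelled day 30, miR-762 was at 0.52 at PTD 7 (exact permutation test, p = 0.151) and 0.83 at PTD 15 (p = 0.0635, exact). Both values were below the 2-fold threshold. The direction at PTD 1 changed to 0.02 with normalization to the median Ct of each array.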

Another miRNA, mmu-miR-762 that is not similar with miR-34 family miRNAs in sequence, were also examined to confirm the array data. The consistency between two platforms was also observed (Figure 3).

**Figure 3:**
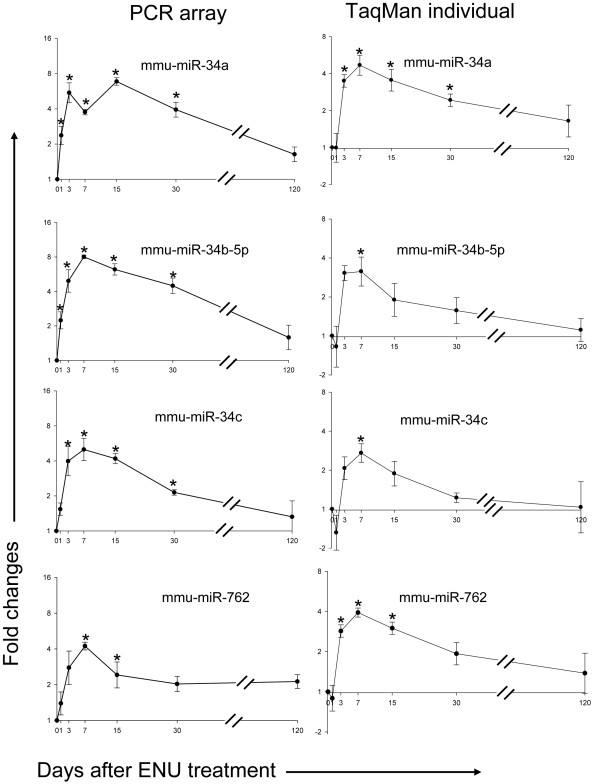
**The temporal expression changes of three miR-34 family members and one miR-762 family member as determined by PCR arrays and individual TaqMan assays**. The data for each time point are the mean of 4 or 5 samples with its standard error. The asterisk indicates there is a significant difference between the treatment and control at that time point (*p *< 0.01).

### Hierarchical clustering analysis of the DEMs at different posttreatment times

The 43 DEMs were grouped using hierarchical clustering methods based on their logarithmically transformed fold changes. The result is shown in Figure 4. The DEMs were clustered into four groups. 

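The 6 miRNAs of Group II are miR-34a, miR-34b-5p, miR-34c, miR-466d-5p, miR-590-3p and miR-672, and Group I holds 24 miRNAs. In the log2 fold changes from the deposited Ct values, the mean of Group II over its miRNAs was 2.30 ± 0.45 (SD, n = 6 miRNAs) at PTD 7 and 2.24 ± 0.54 (SD, n = 6 miRNAs) at PTD 15. The mean of Group I was 0.80 ± 0.26 (SD) at PTD 7 and 1.24 ± 0.38 (SD) at PTD 15, where all 24 miRNAs were higher than in the control group. Ward clustering of these log2 fold changes into 4 clusters placed 42 of the 43 miRNAs in the cluster that matches their group in Figure 4, with an adjusted Rand index of 0.925. The exception was miR-150 of Group I. With each sample left out in turn, the index was between 0.574 and 1. It changed most with only the 4 controls labelled day 30, to 0.510.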

Groups I and II included the DEMs whose expression was mainly up-regulated. While the DEMs in Group II were up-regulated across all time points, those in Group I showed slightly down-regulated in one or two time points. 

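In Group I, 10 of the 24 miRNAs were higher than in the control group at PTD 1, 23 at PTD 3, 22 at PTD 30 and 18 at PTD 120. The mean log2 fold change of Group I was -0.06 ± 0.60 (SD over miRNAs) at PTD 1, 0.55 ± 0.36 at PTD 3, 0.40 ± 0.32 at PTD 30 and 0.22 ± 0.34 at PTD 120. In Group II, 4 of the 6 miRNAs were higher than in the control group at PTD 1 and all 6 at each later PTD. The mean of Group II was 0.54 ± 0.60 at PTD 1 and 0.64 ± 0.26 at PTD 120.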

Groups III and IV composed of DEMs whose expressions were down-regulated. 

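The 8 miRNAs of Group III had a mean log2 fold change of -0.86 ± 0.61 (SD over miRNAs) at PTD 3, -1.05 ± 0.64 at PTD 7 and -0.98 ± 0.68 at PTD 15. The 5 miRNAs of Group IV, miR-135b, miR-302c*, miR-369-5p, miR-681 and miR-875-3p, had means of -1.98 ± 0.31 at PTD 3, -3.60 ± 0.31 at PTD 7 and -3.63 ± 1.04 at PTD 15. At PTD 30, the means were 0.87 ± 0.42 for Group III and 1.02 ± 0.91 for Group IV, and at PTD 120 they were 0.74 ± 0.53 and 1.03 ± 0.74. All 8 miRNAs of Group III were higher than in the control group at both PTDs, as were 4 of the 5 of Group IV at PTD 30 and all 5 at PTD 120. The arrays of PTDs 30 and 120 were run in April, and those of PTDs 3, 7 and 15 from February to March.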

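Over the 6 PTDs, the largest absolute log2 fold change of a miRNA was at PTD 15 for 28 of the 43 DEMs in Table 1 and at PTD 7 for 9 of them, which makes 37 at these PTDs. It was at PTD 1 for 1 miRNA, at PTD 3 for 2, at PTD 30 for 1 and at PTD 120 for 2. By group, these were 22 of the 24 miRNAs of Group I, 6 of 6 of Group II, 4 of 8 of Group III and 5 of 5 of Group IV. With the 65 DEMs of the limma comparisons in place of the 43, 57 had their largest change at PTD 7 or 15. Of the 43, however, 36 are listed as DEMs at PTD 7 or 15, and 57 of the 65 were DEMs there. The selection of the miRNAs thus itself favours a largest change at these PTDs.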

Day 7 and 15 clearly show the highest fold changes compared to other time points, indicating miRNA expression reached maximal levels or changes between the two time points (Figure 4 and 5).

**Figure 4:**
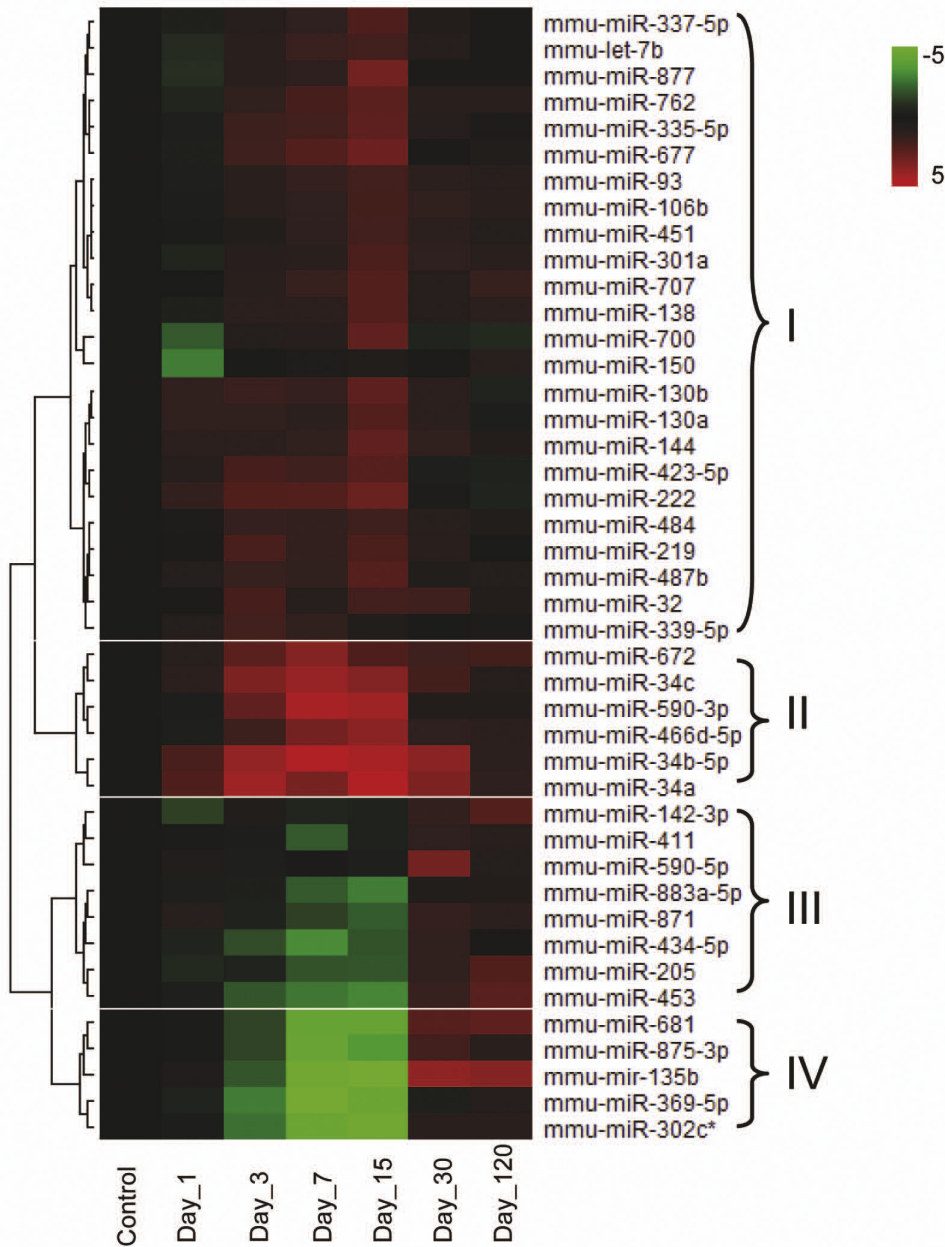
**Hierarchical clustering analysis of 43 deferentially expressed miRNAs**. Fold change for each miRNA at each time point after ENU treatment was determined relative to the vehicle-treated controls and logarithmically transformed (base 2). Hierarchical cluster analysis was conducted using a Euclidean distance-calculating and Ward linking method. Up-regulated miRNAs are shown in red; down-regulated miRNAs in green; and no-changes in black. Four clustering groups were identified and named as I, II, III, and IV, respectively.

**Figure 5:**
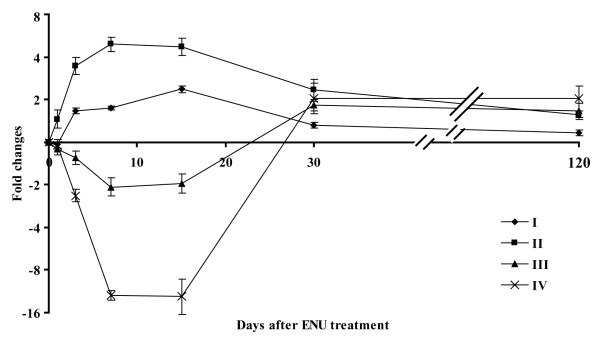
**Average fold changes of the 4 clustering groups with the different sampling times**. The fold changes of all miRNAs in one clustering group were averaged and plotted with its standard errors of the mean against the time points after ENU treatment.

### In silico Functional analysis of the DEMs

A literature search of the PubMed database was conducted using the gene name of each DEM without considering species difference since miRNA functions are relatively conservative across different species [19]. Twenty seven out of 43 of the DEMs have been functionally investigated by biological experiments (Table 1). Many of these miRNAs were dysregulated in tumors or tissues exposed to carcinogens. They played roles in cell proliferation, cell cycle regulation, cellular transformation, immune response, invasion, apoptosis, tissue development and growth. Some of the DEMs are putative tumor suppressors or oncogenes such as miR-34a (see literature cited in Table 1).

Although the functions of the DEMs are highly related to tumorigenesis according to the reports, the studies on the miRNA functions were conducted in different species and various biological systems. To explore the functional relationship between miRNA expression changes and ENU treatment, we used the top computationally-predicted target genes of these DEMs according to the sequence complementarity between miRNA and their target mRNAs for our functional analysis. Such approaches have been widely used for functional analysis of miRNA target genes since miRNAs exert their gene regulatory activity primarily by base pairing to the 3' UTR of their target mRNA, leading to mRNA degradation or translational inhibition [20]. Thirty six DEMs at PTDs 7 and 15 were used for this analysis because the principal component analysis showed that the global miRNA expression was altered by ENU treatment at these two time points. The selected target genes of the DEMs were input into IPA, and the related functions and pathways were determined and are provided in Figure 6 and Additional File 3. The most relevant biological functions putatively controlled by the ENU-induced DEMs are related to mutagenesis and tumorigenesis, involved in tumor/cancer formation, cell cycle and DNA repair, as well as other ENU-toxicity related functions.

**Figure 6:**
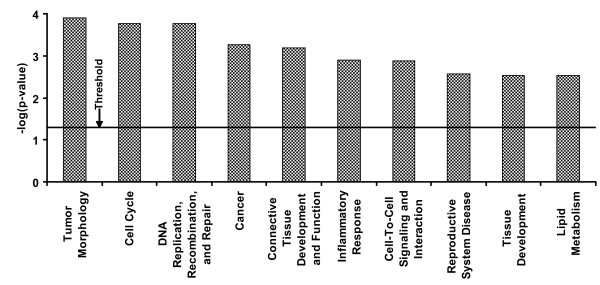
**The top 10 biological functions altered by ENU treatment according to the *p *values**. The target genes of the differentially expressed miRNAs at post-treatment days 7 and 15 were computationally predicted by miRanda algorithm. The top 5% predicted genes were utilized for functional analysis using Ingenuity Pathway Analysis system. The threshold (*p *= 0.05) indicates whether the functions are significantly changed by the treatment or not. If a *p *value of a function is less than the threshold, the function is considered as significantly changed.

## Discussion

To explore the temporal response of miRNA to treatment of genotoxic carcinogens, mice were administrated with one dose of 120 mg/kg ENU, which can significantly induce tumors and mutations in mouse liver [13]. The ENU treatment resulted in temporal changes in miRNA expression in mouse liver and the altered miRNAs are functionally related to the carcinogenicity and mutagenicity of ENU according to the *in silico *functional analysis of the DEMs.

### Temporal changes in miRNA expression after ENU treatment

miRNA aberrant expression has been found to be a common feature of tumor malignancy [21]. Several studies on carcinogen-altered miRNA expression have been conducted and showed that chronic or subchronic carcinogen exposure can dysregulate miRNA expression. Long-term exposure of female Fisher 344 (F344) rats to a tamoxifen-containing diet led to alterations in the miRNA expression profile in liver tissue prior to tumor formation [22]. Sprague-Dawley rats treated with 2-AAF for 12 or 24 weeks exhibited disrupted regulation of the miR-34a-p53 feed-back loop and substantial deregulation of expression of miR-18, miR-21, miR-182, and miR-200 family miRNAs [11]. Male F344 rats continuously fed with NNK for up to 20 weeks resulted in alteration of miRNA expression in the lungs of rats [9]. Although these studies demonstrated that carcinogen exposures were able to alter expression of certain miRNAs, such experiments could not provide information on temporal response of miRNAs to carcinogen exposure. The alteration of miRNA expression by these subchronic to chronic treatments do not provide the response period of miRNAs to treatment. The changes could result from the cumulative effects of persistent long-term chemical exposure or from a short term response. At present, the duration of miRNA response to exposure to a genotoxic carcinogen in animals or humans is unknown. In this study, mice received only a single dose of a potent genotoxic carcinogen ENU and were sacrificed at different time points so that temporal response of miRNA expression to the treatment can be determined. The results clearly demonstrate that exposure of mice to a single dose of ENU can cause distinctive alterations in miRNA expression at the different sampling times after the ENU treatment (Table 1 and Figures 1, 2, 3 and 4).

Sampling time after the ENU exposure appears to be a very important parameter in miRNA expression in both the amount of DEMs and their fold-change levels. Principal component analysis indicates that mouse livers sampled at 7 and 15 days after ENU treatment display distinctive miRNA expression patterns compared to controls and other sampling time points (Figure 1). Three DEMs were found one day after the ENU treatment. The number of DEMs increased with the sampling time, reaching the peak at PTD 15 with 32 DEMs. The amount of DEMs declined after 15 days and only 5 DEMs were identified at PTDs 30 and 120 (Figure 2). The magnitude of the DEMs' expression alteration was also changed with time. Most of the DEMs had their highest fold-changes at PTDs 7 or 15 (Figures 4 and 5). Hierarchical clustering analysis of the DEMs divided them into four groups according to the change direction and intensity of these DEMs' expression alteration. The DEMs in Groups II and IV responded to the ENU exposure quickly, indicating that some miRNAs can be changed by the treatment within a few days. However, regarding the alteration of miRNA expression induced by the ENU treatment, both the amount and the change magnitude of the DEMs peaked at PTD 15.

The pattern of temporal changes in miRNA expression after ENU treatment is different from previous reports on gene expression changed by ENU treatment [17]. In the previous studies, gene expression changes in both amount and intensity peaked at 4 hours and declined at 20 hours, 14 and 28 days after administration of ENU. The mechanism(s) for the difference between the temporal changes induced by ENU in miRNA expression and gene expression is unknown. It is possible that many genes, such as DNA repair genes, can directly respond to the DNA damage caused by ENU exposure whereas miRNAs as posttranscriptional regulators for gene expression may respond indirectly to ENU insults via the alteration of gene expression [23]. Also, turnover rates for mature mRNAs and miRNAs could play a role in the difference. Mature miRNAs generally have lower turnover rates and exist longer than mRNAs [24].

The pattern of the temporal expression change could result from biological responses of liver miRNAs to the genotoxic and cytotoxic effects of ENU. miRNA expression may vary between different biological mechanisms like DNA adduct formation by ENU, cell death induced by the DNA damage, and cell proliferation due to the cell death. The DNA damage induced by ENU is very fast, occurring within hours after treatment [25]. However, the DNA repair and cell proliferation processes could take a few weeks [26]. Some miRNAs like miR-34a could respond to the DNA damage quickly and exhibited dysregulation within one day while most miRNAs that function mainly as regulators for cell differentiation and proliferation altered their expression only after several days.

### In silico pathway analysis of the functions of the ENU-induced DEMs

ENU, as a potent monofunctional ethylating agent, reacts directly with the nucleophilic nitrogen and oxygen atoms in DNA and with the oxygen atoms in the backbone phosphates, forming various ethylated products including *N*^7^-ethylgunine, *N*^3^-ethyladenine, *O*^6^-ethylguanine, *O*^2^- and *O*^4^-ethylthymine, and *O*^2^-ethylcytosine [16,25]. Once formed in the DNA, these products can result in cell death, like apoptosis [27] or become the substrate of cellular repair processes of various kinds, such as specific dealkylation by the *O*^6^- alkylguanine-DNA-alkyltransferase (AGT) [28], removal of *N*^7^-alkylguanine or *N*^3^-alkylguanine by specific glycosylases [29], or removal *O*^4^-alkylthymine by the more general action of the nucleotide excision repair system [30]. Also, ENU is known to induce cell proliferation [31]. If miRNAs are involved in the regulation of the genes that are related to genotoxic functions like cell proliferation, cell cycle arrest, apoptosis, and DNA repair, expression of miRNAs related to these functions should be changed by the ENU treatment. Indeed, our literature search results indicate that most of the DEMs induced by ENU treatment function as regulators for cell cycle arrest [32], cell proliferation [33], apoptosis [34], DNA repair [35] and other biological processes related to ENU cytotoxicity, genotoxicity and carcinogenicity (Table 1).

Because each miRNA can regulate many target genes and several miRNAs may affect a single gene, it is important to analyze the functions of all DEMs together. Computational approaches have been a major focus in determining the general principles that are thought to govern miRNA target recognition and mode of action. In this study, the target genes computationally predicted by the miRanda algorithm were used for functional analysis. The miRanda algorithm was developed by the Sanger Institute and is widely used in miRNA studies [36]. The top 5% target genes of all of the DEMs were selected and used for IPA functional analysis. The top functions affected by the ENU exposure are tumor morphology, cell cycle, DNA replication, recombination and repair, and cancer. These biological functions identified by the analysis show that the DEMs are related to ENU-induced carcinogenesis (Figure 6). For example, many genes involved in DNA repair or response to DNA damage can be dysregulated by ENU treatment [37] and the miRNAs that target these genes could change their expression to regulate these functional processes.

### MiR-34 family might have the potential to be explored as a biomarker for genotoxin exposure

Our results indicate that some miRNAs responded to ENU treatment with a wide temporal range. These miRNAs might have the potential to be used as biomarkers for predicting the genotoxic carcinogenicity of chemicals. Among these miRNAs, the miR-34 family is worth special attention. All of the 3 miRNAs were significantly changed at four different time points (Figure 3). 

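By the PCR arrays, miR-34a and miR-34b-5p were DEMs at PTDs 1, 3, 7, 15 and 30, and miR-34c was a DEM at PTDs 3, 7, 15 and 30. At PTD 3, the adjusted p in limma was 0.00149 for miR-34a, 0.00201 for miR-34b-5p and 0.0309 for miR-34c. At PTD 15, it was 2.35e-05 for miR-34a and miR-34b-5p and 0.000993 for miR-34c. At PTD 7, it was 6.67e-06 for miR-34b-5p, 0.000154 for miR-34c and 0.0796 for miR-34a, in which 4 of the 5 samples were above the control mean. At PTD 30, the adjusted p in limma of miR-34c was 0.435, with all 4 samples above the control mean.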

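At PTD 1, the fold change on the PCR arrays was 2.37 for miR-34a, 2.24 for miR-34b-5p and 1.54 for miR-34c. Leaving out each of the 12 samples in turn gave log2 fold changes from 1.05 to 1.37 for miR-34a, from 0.94 to 1.34 for miR-34b-5p and from 0.48 to 0.87 for miR-34c. The adjusted p in limma was 0.430 for miR-34a, 0.613 for miR-34b-5p and 0.669 for miR-34c. All 5 samples were above the control mean for miR-34a and miR-34b-5p, and 4 of 5 for miR-34c.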

Their expressions were enhanced by 3.21-fold (miR-34a), 3.11-fold (miR-34b) and 2.37-fold (miR-34c) on PTD 1 and the fold changes continued to increase and peaked at PTDs 7 or 15. The miR34 family genes are the direct transcription targets of tumor suppressor *p*53 [32,38]. miR-34b and miR-34c are encoded by the same primary transcript from chromosome 11 in human or chromosome 9 in mouse while miR-34a is located in a different chromosome [35]. 

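In the mouse annotation of assembly GRCm38.p6, the genes of miR-34b and miR-34c are neighbouring entries on chromosome 9, with no other gene starting between them, and both lie within the entry of Btg4. The gene of miR-34a is on chromosome 4. In the 7 control livers, the mean ΔCt was 1.24 for miR-34a, 6.15 for miR-34b-5p and 9.19 for miR-34c, so that miR-34a had the lowest ΔCt of the family.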

The promoter region of miR-34a and miR-34b/c each contain a palindromic sequence that matches the canonical *p*53 binding site and can be bound by *p*53 as shown by chromatin immunoprecipitation [32]. Interestingly, our results found that miR-34b and miR-34c changed in correlated manner at all the sampling time points (Figure 3). miRNAs in miR-34 family play important roles in various *p*53-initiated biological processes. 

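Over the 35 samples, -ΔCt of miR-34b-5p and miR-34c correlated with Pearson's r of 0.882 and Spearman's rho of 0.882 (permutation test, p = 1e-05 for both, the smallest that 100000 permutations can give). Without the 2 samples farthest from the median of miR-34b-5p, r was 0.894. Over the 28 ENU samples, r was 0.878. Among the 22 arrays run from February to March, r was 0.935, and among the 11 arrays run in April it was 0.807 (permutation test, p = 0.00459). Only 2 arrays were run in May, and r was not computed for them. After subtraction of each group's mean, r was 0.530 (permutation test, p = 0.0114) and rho was 0.380 (permutation test, p = 0.0530), and r without the 2 farthest samples was 0.378. The correlation within groups was thus lower than that over all samples.

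**Figure D3:**
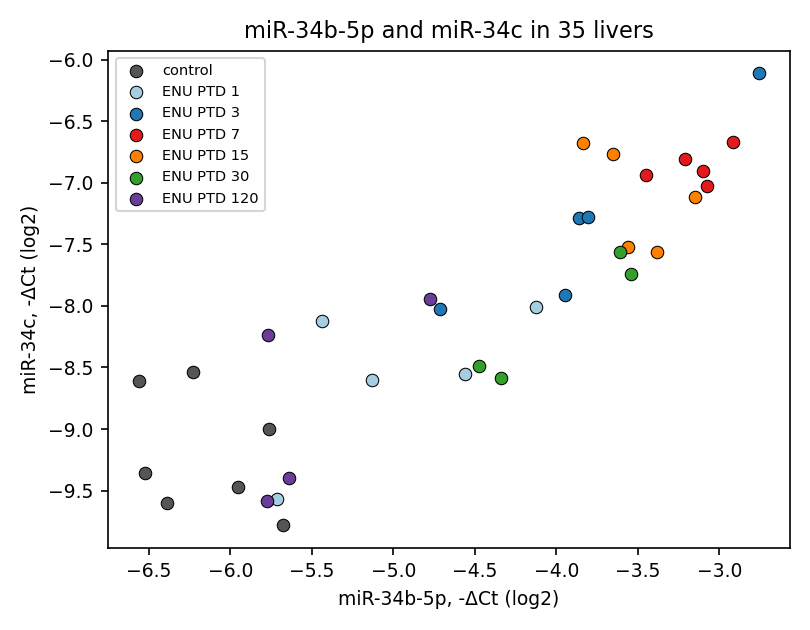
Expression of miR-34b-5p (x axis) and miR-34c (y axis) as -ΔCt (log2) in the 35 liver samples, coloured by group. Each point is 1 sample.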

Up-regulation of miR-34a and miR-34b/c caused a cell-cycle arrest in the G1 phase [32]. miR-34b/c inhibits cell proliferation and colony formation in soft agar [39]. Introduction of miR-34a and miR-34b/c into primary human diploid fibroblasts induces cellular senescence [35]. Re-expression of miR-34a in tumor cells induced apoptosis [38]. These biological processes controlled by miRNAs in the miR-34 family are related to ENU cytotoxicity, genotoxicity, and carcinogenicity. Our results indicate that the miR-34 family of miRNAs seems to have the potential to be valuable biomarkers for toxicological application.

## Conclusions

Our study indicates that one dose treatment of ENU, a chemical inducing tumors and mutations, resulted in deregulation of a large number of miRNAs. In silico functional analysis suggested that these miRNAs were related to ENU mutagenesis and carcinogenesis in the mouse liver. The deregulation of ENU-induced miRNA expression changed with time and peaked at day 15 after the treatment. The findings suggest that one to two weeks after ENU exposure is the best time for miRNA expression sampling. Moreover, miRNAs in the miR-34 family worth further study to explore their potential as biomarkers for exposure of genotoxic carcinogens.

## Methods

### Animal treatment

The animal treatment protocol and mutant frequency analysis was described previously [13]. Briefly, six-month-old female Big Blue mice were injected intraperitoneally with a single dose of 120 mg/kg body weight ENU (CAS# 759-73-9, Sigma, St. Louis, MO) or the vehicle dimethylsulfoxide (DMSO, Sigma) in 1 ml/kg body weight (0.1%). For ENU treatment, groups of 4 or 5 animals were sacrificed on PTDs 1, 3, 7, 15, 30, and 120. For the vehicle treatment, 4 and 3 animals were sacrificed on PTDs 1 and 30, respectively. DMSO is not carcinogenic and mutagenic [40]. It has showed no effects on gene expression in the dose that we used [41]. Also, our previous study demonstrated that DMSO did not change mutant frequency in mouse liver at different sampling times [13]. Therefore, the 7 control samples were grouped together as a common control group for the treatment groups sampling at the different time points to increase the statistical power. 

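By the labels of the deposited arrays, 3 of the 7 controls were of day 1 and 4 of day 30. Between these, 107 of the 376 miRNAs had a p under 0.01 in limma and a fold change above 2, all of them lower in the controls labelled day 1, and 131 had an adjusted p of limma under 0.05 with a fold change above 2. The median log2 difference of all miRNAs was 1.00. On the first 3 principal components, the centroids lay 26.5 apart (exact permutation test, p = 0.0286, the smallest that 3 samples against 4 allow). With normalization to the median Ct of each array, 29 miRNAs passed, of which 22 were among the 107, and the median difference was 0.27. Of the 43 DEMs in Table 1, 6 were among the 107. All controls labelled day 1 were run in February and all labelled day 30 in April and May, so that the day and the run period cannot be told apart.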

The tissues were isolated and frozen at -80°C. The liver samples were used for this study. All animal experiments were conducted by following the recommendations set forth by our Institutional Animal Care and Use Committee.

### miRNA isolation

About 60 mg of liver tissue was cut from each frozen liver sample and suspended in RNA*later*-ICE (Ambion Inc., Austin, TX). The tissue pieces were transferred to 600 μl RNA lysis/binding buffer and minced using Tissue Tearor™ (BioSpec Products Inc., Bartlesville, OK). miRNAs were isolated using mirVana™ miRNA isolation kit (Ambion) that specifically captures small RNAs with length of less than 200 nucleotides. The isolated RNAs were resolved in 100 μl nuclease-free water (Ambion). RNA concentrations were determined using NanoDrop 1000 Spectrophotometer (NanoDrop Technologies, Wilmington, Delaware). The quality of RNA samples was characterized on an Agilent BioAnalyzer (Agilent Technologies, Santa Clara, CA) using an RNA6000 Nano Chip (Agilent).

### PCR Array analysis of miRNA expression

Two hundred nanograms of enriched small RNA were converted into cDNA using RT^2 ^miRNA First Strand Kit (SABiosciences Corporation, Frederick, MD). The cDNAs were mixed with 2 × RT^2 ^SYBR Green PCR Master Mix (SABiosciences) and dispersed into 384-well Mouse Genome miRNA PCR Array (MAM-3100E, SABiosciences) with 10 μl/well reaction volume. The PCR array contained a panel of primer sets for 376 mouse miRNAs, four small RNAs as the internal controls and four quality controls. The real-time qRT-PCR was performed on a 7900 real-time PCR system (Applied Biosystems Inc., Foster, CA) with following cycling parameters: 95°C for 10 mins, then 40 cycles of 95°C for 15 s, 60°C for 30 s and 72°C for 30 s. SYBR Green fluorescence was recorded from every well during the annealing step of each cycle. The threshold cycle (Ct) value of each sample was calculated with software SDS 2.3 (Applied Biosystems). To calculate Cts, we set the threshold line as 0.15 and kept it the same across all of the analyses. The baseline was automatically defined by the software.

### Normalization and statistical analysis

Normalization and statistical analysis of miRNA expression were conducted using SABiosciences Online PCR Array Data Analysis Web Portal. MiRNA expressions were compared between the treatment group at each time point and the control group. The ΔΔCt method was utilized to calculate the fold change (FC). Four genes, snoRNA251, snoRNA202, snoRNA142, and U6 in the PCR arrays, were averaged as the endogenous control and the vehicle control group was used as external control to normalize each sample. 

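Over the 35 arrays, the Ct was 23.4 ± 0.755 (SD) for snoRNA251, 23.3 ± 0.802 for snoRNA202, 20.0 ± 0.489 for snoRNA142 and 21.4 ± 0.937 for U6, and the mean of the 4 was 22.0 ± 0.520. Within the groups, the mean Ct of the reference RNAs correlated with the score on the first principal component of ΔCt, with Pearson's r of 0.856 and Spearman's rho of 0.859 (permutation test, p = 1e-05 for both, the smallest that 100000 permutations can give). Without the 2 samples farthest from the median, r was 0.843. The same mean enters every ΔCt of an array. At PTD 15, replicate 5 had a mean reference Ct of 23.5, while the other 4 samples were between 22.1 and 22.4.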

The formula: FC = 2^ [-(mean of ΔCt values of treated samples - mean of ΔCt values of control samples)] was used for up-regulated gene, while FC = - 2^ (mean of ΔCt values of treated samples - mean of ΔCt values of control samples) was used for the down-regulations. T-tests were used to calculate the *p *value to determine whether there is a significant difference for miRNA expression between the control and the treatment groups for each miRNA at each time point. miRNAs with *p *< 0.01 and the absolute value of FC >2.0 were considered as DEMs.

### Principal component analysis and hierarchical clustering analysis

Principal component analysis of expression profiles of all miRNAs from each time point after the ENU treatment was conducted using the autoscaled method within ArrayTrack [42]. The normalized ΔCt values were used for this analysis and the analysis was performed without filtering any miRNAs.

To examine types of expression changes, hierarchical clustering analysis was performed using R software http://www.r-project.org/. The miRNAs whose expressions were significantly differentially expressed at least at one sampling time were used for the clustering. The FCs for control samples were set to zero. Euclidean and Wards methods were used for distance-calculation and linkage, respectively.

### In silico Functional analysis of the DEMs

The miRanda database was used for identification of DEMs' target genes http://microrna.sanger.ac.uk/sequences/. The top 5% of the most reliable predicted target genes of the DEMs at PTDs 7 and 15 were selected according to the *p *values given in the database. A total of 1376 genes were determined as the predictive target genes of these DEMs. The selected target genes were then input into Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, Inc., Redwood City, CA). Ingenuity Core Analysis and Knowledge Base was used as the reference set. IPA interpreted the genes in the context of biological processes, pathways and molecular networks and defined the most relevant biological functions of the predicted genes of the DEMs.

### TaqMan qPCR confirmation of the temporal expression changes of miR-34 family miRNAs

TaqMan MicroRNA Assays were used to confirm the temporal expression changes of 3 miR-34 family members, mmu-miR-34a, mmu-miR-34b-5p, and mmu-miR-34c, as well as a miR-762 family member, mmu-miR-762. The experiment also severed as the verification of the RT^2^-mouse miRNA PCR array assay. The TaqMan miRNA assay kits were purchased from Applied Biosystems (Foster City, CA). The same small RNA samples used for the PCR arrays were also used for the TaqMan miRNA assays. The experiment was performed by following the manufacturer's protocol. In brief, each 10 μl reverse transcription (RT) reaction contained 44 ng of small RNA, 50 nM stem-loop RT primer, 1 × RT buffer, 0.25 mM each of dNTPs, 3.33 U/μl MultiScribe™ reverse transcriptase and 0.25 U/μl RNase inhibitor. The RT reactions were incubated in a GeneAmp PCR System 9700 (Applied Biosystems) for 30 min at 16°C, 30 min at 42°C, followed by 5 min at 85°C, and then held at 4°C. Each real-time PCR reaction (10 μl volume) containing 0.78 μl of RT product, 5 μl of 2× TaqMan Universal PCR Master Mix, and 0.5 μl TaqMan MicroRNA assay (the mixture of TaqMan probe, forward primer, and reverse primer). The PCR reaction was conducted in an Applied Biosystems 7500 Fast Real-Time PCR System at 95°C for 10 min, followed by 40 cycles of 95°C for 15 sec and 60°C for 1 min. The threshold cycle (Ct) is defined as the fractional cycle number at which the fluorescence exceeds the fixed threshold of 0.02. Four samples at each time point were used for the TaqMan confirmation.

### Accession numbers

All PCR array Ct raw data are available through Gene Expression Omnibus (Series accession numbers: GSE20248).

## Authors' contributions

ZL carried out the experiments and wrote the manuscript. WSB and SLD participated in the PCR array experiments. YW provided critical assistances to improve PCR array performance and reproducibility. LG provided help for performing real-time PCR array. LS participated in data analysis. TC originally designed this study and wrote the paper. All authors have read and approved the final manuscript.

## Supplementary Material

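The values of this file are ΔCt values, the Ct of an assay minus the mean Ct of the 4 reference RNAs of the same array, with 1 column per sample. For 34 of the 35 samples, ΔCt computed from the deposited Ct values equals the value in the file in every well with a Ct. For replicate 3 of PTD 3, all but 1 of 382 wells differ, by a mean of -1.45 (SD 1.11), with a correlation over wells of 0.979. Of the 15 wells without a Ct, 13 have in the file the ΔCt that a Ct of 0 would give, which stands for very high expression. The controls in the file carry no day, and their columns were matched to the deposited arrays by their values.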

Additional file 1 The normalized Ct values (dCt) for the control samples and treatment samples at different days after ENU treatment. Click here for file

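The fold changes of this file are signed, as 2 to the power of the difference in mean ΔCt, with a negative sign for lower expression in the ENU group. A t-test on 2^-ΔCt of Additional file 1, with a p under 0.01 and a fold change above 2, gave 3, 5, 14, 32, 5 and 5 DEMs from PTD 1 to PTD 120 and included all 43 DEMs of Table 1. For miR-449a and miR-684 at PTD 15, where 1 of the 5 samples has a well without a Ct, the log2 of the fold change in the file is 8.74 and 2.79, the values obtained when that well is given a Ct of 0. With that well treated as missing, the log2 fold change was 2.39 (standard error 0.69) for miR-449a and -4.23 (standard error 1.00) for miR-684.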

Additional file 2 The p values and fold changes of microRNAs at different days after ENU treatment. Click here for file

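The file lists the biological functions that the pathway software linked to the predicted targets of the miRNAs called at PTD 7 and at PTD 15. The targets came from the miRanda predictions, and only the highest-ranked share of them by the p values of that database was entered. The table therefore describes predicted targets, and no expression of the target genes was measured for it.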

Additional file 3 The biological functions related to the top 5% targets of DEMs. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

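Small RNA from the livers of 35 mice was measured on real-time PCR arrays with 384 wells, 1 array per mouse, in a control group of 7 mice and in 6 groups of ENU-treated mice, from PTD 1 to PTD 120. The authors deposited, for each array, the Ct of every well as the instrument software calculated it with a fixed threshold, without normalization. The Ct is a cycle number on a log2 scale, and a lower Ct stands for more RNA. Samples were grouped by their labels. The labels give 3 controls of day 1 and 4 of day 30, while the Methods of the paper give 4 and 3, so all 7 were kept as 1 control group, as in the paper, and the day of a control is named only as its label.

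ΔCt was the Ct of a miRNA minus the mean Ct of snoRNA251, snoRNA202, snoRNA142 and U6 of the same array, as in the paper. All 376 miRNAs were kept, since the paper used no filter. The 15 wells listed as Undetermined were treated as missing. How to treat them had not been set before the data were examined. They were first given a Ct of 40, the number of cycles, and were set to missing after the data showed such wells for abundant miRNAs, among them miR-22, with a median Ct of 18.1 in the other samples of its group, and miR-24, with 19.5. A Ct of 40 and a Ct of 0 were then run as alternatives.

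Each ENU group was compared with the control group on -ΔCt in limma (version 3.58.1) under R (version 4.3.3), with moderated two-sided tests, 1 fit per PTD and no covariate. A DEM had a p under 0.01, not adjusted, and a fold change above 2, the thresholds of the paper, whose own test was a t-test. Counts with Benjamini-Hochberg adjusted p values under 0.05 are given beside these. For single miRNAs, the difference of the mean -ΔCt was tested by an exact permutation test over all splits of the samples, two-sided. Principal components were computed from ΔCt with each miRNA scaled to unit variance, with missing wells set to the mean of the miRNA, and distances between group centroids were taken on the first 3 components. Distances over more than 10 samples per group, and correlations, were tested with 100000 permutations. The log2 fold changes of the 43 DEMs of Table 1 were clustered by Ward's method with Euclidean distance into 4 clusters, and compared with the groups named in Figure 4 by the adjusted Rand index. These steps used Python (version 3.11.15), numpy (version 2.4.6), scipy (version 1.17.1), pandas (version 2.3.3) and matplotlib (version 3.10.9).

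The miRNAs named in the text are those of Table 1 or the paper's text, and at each PTD the 5 with the largest absolute log2 fold change among the DEMs in which every ENU sample lies on the same side of the control mean. This rule, the tests and the groups were set before the data were examined. Outside the rule, miR-22, miR-24, miR-449a and the neighbours of the miR-34 genes were named after their values were seen.

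The tests were tested on simulated data with the spread of the real arrays, in which 40 of 376 miRNAs were changed by a log2 fold change of 2 with 5 samples against 7. The limma fit called 33 of the 40 and 4 unchanged miRNAs. With the replicate number as a block it called 29 and 3, and with a covariate 29 and 4. On the same data, the t-test called 28 and 3, and the exact test for each miRNA 26 and 2. Each miRNA was simulated independently, with no shift shared by the miRNAs of an array and no run periods, and the covariate was random. These counts therefore do not describe false calls that such shifts or runs could cause in the real arrays.

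The labels number the samples within each group, and these numbers were used as blocks in an alternative. Same-numbered samples are different mice, and nothing in the labels or the paper pairs them. The arrays' own records gave the date of each run, from which 3 run periods were defined, and the 2 reverse transcription control wells gave a measure of each array that no miRNA enters. Other alternatives were t-tests on ΔCt and on 2^-ΔCt, an exact test for each miRNA, a single fit of all 7 groups, adjusted p values, the median Ct of each array in place of the reference RNAs, each set of 3 reference RNAs, Ct values above 35 set to 35, only the 205 miRNAs with a mean Ct of at most 30, controls of a single day label, and each sample left out in turn. For the components, they were centring without scaling and the first 2 components, and for the clusters, signed linear fold changes and the DEMs found here. The median Ct of each array was that of the 205 miRNAs with a mean Ct of at most 30. After the data were examined, the treatment of Undetermined wells, the values of replicate 3 of PTD 3 from Additional file 1, a t-test on 2^-ΔCt of Additional file 1, the difference of the control wells as a covariate, and the comparison of PTD 1 within its own run period were added.

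The ΔCt values of Additional file 1 and the fold changes and p values of Additional file 2 were used only for comparison. The paper's values in Figure 3 were read by eye in 1 case. The TaqMan assays were not analysed here, and the target predictions and pathway results were left out, as they rest on no deposited measurement. No sequencing depth applies, and the number of arrays per group, between 4 and 7, limits the precision.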

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

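Among the tests below, those of a failed well for miR-449a, of the reverse transcription control wells, and of the reference RNAs against the first principal component were chosen only after the result was seen. The others were written down first.

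Of 70 groups of samples tested for a value far from the rest, 9 had such a value, while about 1 in 20, or 3.5, are found by chance. Which of the 9 arose by chance cannot be known from this count.

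Replicate 5 of PTD 7 had a miR-34a value of -1.27 relative to the control mean, far below the other 4 samples, which were between 2.39 and 2.81. A fault of that single well is a candidate explanation, since in the same array miR-34b-5p was at 3.24 and miR-34c at 2.52, and since the gap remained with normalization to the median Ct. The well cannot be measured again from the data, and a change of miR-34a alone in that mouse cannot be told apart from it.

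Replicate 4 of PTD 120 was above the other 3 samples for miR-34a, at 1.43, and for miR-34b-5p, at 1.38, and had a score of 5.39 on the third principal component, against -2.97 to -2.57. With the median Ct of each array in place of the reference RNAs, the gap of miR-34a to the next sample fell to 0.443 of the range of the group, from 0.852. The normalization may therefore account for part of the distance of this sample. No explanation was tested for its score on the third component.

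Replicate 4 of PTD 3 had a miR-34a value of 3.58, while the other samples were between 2.15 and 2.31. It was also the highest sample of its group for miR-34b-5p and miR-34c. Replicate 1 of PTD 1 had a miR-762 value of 0.17, while the other samples were between -0.57 and -0.38. No explanation was tested for either value.

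Replicate 5 of PTD 15 had a mean reference Ct of 23.5, a score of 20.6 on the first principal component, and a miR-453 value of -0.55, while the other samples were between -2.26 and -2.09. Within the groups, the first component correlated with the mean reference Ct with r = 0.856, so that the position of this sample on it may come from the reference RNAs. For miR-453, the gap was still 0.806 of the range of the group with the median Ct of each array, from 0.899. The value of the sample was then -1.38, with the nearest other sample at -2.24, so that the normalization may account for part of the gap but not for all of it. No other explanation was tested for it.

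The difference between PTD 120 and PTDs 7 and 15 together was 3.15 for miR-453 and 6.62 for miR-135b on the log2 scale (exact permutation test, p = 0.000999 for each, all 4 samples of PTD 120 above all 10 of the others). The 2 sets of samples were run in different periods. Against the controls run in April alone, the log2 fold change at PTD 120 was 0.91 for miR-453 and 0.77 for miR-135b, both below the 2-fold threshold, from 1.41 and 2.12 against all controls. A difference between run periods may thus account for part of the higher values at PTD 120. The lower values of both miRNAs at PTDs 7 and 15 belong to the 30 down-regulated DEMs, which were lower in the arrays with a positive difference of the reverse transcription control wells within PTD 3 and within the control group too (exact permutation test, one-sided p = 0.00476), where these arrays are the 2 run in May. Against the February controls of their own run period, miR-453 was at -1.32 at PTD 7 (exact permutation test, p = 0.0714) and -1.53 at PTD 15 (p = 0.0357, exact). For miR-135b, the values were -3.82 and -5.35. Within PTD 3, however, it was at 0.30 and 0.32 in replicates 1 and 2. In replicates 3, 4 and 5, run later, it was at -4.72, -2.39 and -4.17. The comparison within the period thus cannot decide how much of its difference of 6.62 comes from the runs. For miR-453, the values leave open how much of the difference of 3.15 comes from the run period. These samples and controls were run on different days of the period, which the comparison cannot tell apart from ENU. The comparison with the February controls was added after the result was seen. The increase at PTD 120 alone cannot be told apart from the run period, and a late effect of ENU remains a hypothesis.

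The paper discusses the DEMs of Table 1, and 26 DEMs found here are outside it. At PTD 3, miR-684 had a log2 fold change of -3.42, and it had -4.90 at PTD 7 and -4.23 at PTD 15, where 1 well was missing. At PTD 7, miR-883b-5p had -4.04. Both are among the 30 down-regulated DEMs, so that the test of the reverse transcription control wells (one-sided exact permutation p = 0.00476) applies to them as a set, and a plate or run effect may account for part of their change. At PTD 15, miR-449a had a log2 fold change of 2.39 in 4 samples (adjusted p = 0.0396 in limma, 4 of 4 samples above the control mean), and the fifth sample had no Ct. The lowest of the 4 samples was at 1.18, and 2 of the 7 controls, at 1.41 and 1.76, were above it. As the failed well was treated as missing, it enters none of these values, and what the fifth sample would have shown cannot be known. It is also among the 24 other up-regulated DEMs, to which the test of the reverse transcription control wells applies as a set (one-sided exact permutation p = 0.0286), so that a plate or run effect may account for part of its change. The log2 fold change of miR-449a was 2.03 with the median Ct of each array, 1.56 with the controls labelled day 30 and 3.48 with those labelled day 1. The difference from other PTDs was not tested.

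At PTDs 1, 30 and 120, the miRNAs outside Table 1 were miR-146a at PTD 1, with -1.33, miR-698 and miR-96 at PTD 30, with 1.87 and 1.75, and miR-211 and miR-466c-5p at PTD 120, with 1.62 and 1.45. Against the controls of the same run period, 1 of these 5 was still above 2-fold, miR-698 with 2.03, while 4 were with the median Ct of each array in place of the reference RNAs. Against the controls of the same run period, miR-146a was at -0.67, miR-96 at 0.76, miR-211 at 0.41 and miR-466c-5p at 0.90. The run period may therefore account for part of the change of these 4 miRNAs. None of the 5 had an adjusted p in limma under 0.05.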

How the results depend on the processing

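The alternatives below were set before the data were examined, except those said to be added. The cause was not tested for any change in this part. The number of DEMs was 5, 8, 37, 43, 6 and 5 from PTD 1 to PTD 120 and 65 at any PTD.

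The choice of controls changed the numbers most. With only the 3 controls labelled day 1, there were 30 DEMs at PTD 3, 124 at PTD 7, 152 at PTD 15, 141 at PTD 30, 105 at PTD 120 and 250 at any PTD, of which 24 at PTD 7 and 34 at PTD 15 were DEMs with all controls. With only the 4 labelled day 30, there were 49 at PTD 1, 23 at PTD 3 and 110 at any PTD, and 38 at PTD 7, 34 at PTD 15, 5 at PTD 30 and 6 at PTD 120. At PTD 7, 101 of the 124 DEMs with the day 1 controls were up-regulated, against 9 of 37 with all controls, and at PTD 15 134 of the 152 were, against 25 of 43.

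Among the tests, a t-test on ΔCt gave 5 DEMs at PTD 3 and 1 at PTD 120. A t-test on 2^-ΔCt gave 3 at PTD 1, 5 at PTD 3, 14 at PTD 7 and 43 at any PTD, and all 14 at PTD 7 and 30 of 33 at PTD 15 were DEMs in limma. An exact permutation test for each miRNA gave 3 at PTD 1, 5 at PTD 3, 3 at PTD 30 and 3 at PTD 120. A single fit of all 7 groups gave 18 at PTD 3 and 12 at PTD 120. With adjusted p values, 0 were found at PTD 1, 3 at PTD 3, 2 at PTD 30 and 0 at PTD 120, where 19, 39, 40 and 33 miRNAs had an unadjusted p under 0.05.

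Same-numbered samples of the control and ENU groups are different mice. Their deviations from the group means correlated with 0.030 over the 6 PTDs, between -0.059 and 0.223. With the replicate number as a block, the numbers of DEMs were 5 at PTD 1, 5 at PTD 3, 29 at PTD 7, 27 at PTD 15, 6 at PTD 30, 3 at PTD 120 and 47 at any PTD. For the miR-34 family and miR-762, 14 of the 24 comparisons had an exact permutation p under 0.05 when samples were permuted within blocks, against 18 without the block.

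With the median Ct of each array in place of the reference RNAs, 3 miRNAs were DEMs at PTD 1 and 3 at PTD 30. Of the DEMs at PTD 7, 6 of 44 were then up-regulated, at PTD 15 12 of 40, at PTD 1 2 of 3 and at PTD 120 2 of 5. Without snoRNA251, 45 of 61 were up-regulated at PTD 15 and 3 of 8 at PTD 3. Without snoRNA202, 3 were DEMs at PTD 1, and all 10 at PTD 3 were up-regulated. Without snoRNA142, 3 were DEMs at PTD 120, 1 of 6 was up-regulated at PTD 1 and 3 of 9 at PTD 3. Without U6, 3 were DEMs at PTD 120, and 16 of 43 were up-regulated at PTD 15. With only the miRNAs with a mean Ct of at most 30, 11 were DEMs at PTD 7, 24 at PTD 15 and 36 at any PTD. Setting Ct values above 35 to 35 left each number of DEMs within 1.5 times that above.

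Leaving out each sample in turn gave from 2 to 7 DEMs at PTD 1, from 4 to 13 at PTD 3, from 28 to 44 at PTD 7, from 34 to 58 at PTD 15, from 4 to 15 at PTD 30, from 1 to 15 at PTD 120 and from 54 to 81 at any PTD. Of the 24 comparisons of the miR-34 family and miR-762, from 16 to 19 had an exact permutation p under 0.05.

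Among the alternatives added after the data were examined, a t-test on 2^-ΔCt of Additional file 1 gave 3 DEMs at PTD 1, 5 at PTD 3, 14 at PTD 7 and 43 at any PTD. The difference of the reverse transcription control wells was also used as a covariate in a single fit of all groups. That fit gave 3 DEMs at PTD 1, 18 at PTD 3, 14 at PTD 30 and 18 at PTD 120. Without the covariate, the single fit gave 7, 18, 7 and 12. Of the 37 DEMs at PTD 7, 22 were among those of the fit with the covariate, and 31 among those without it. With Undetermined wells at a Ct of 40 or of 0, with replicate 3 of PTD 3 from Additional file 1, and with PTD 1 within its run period, each number stayed within 1.5 times that above.

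Of the 6 distances from the control group on the principal components, 0 had an adjusted p under 0.05 and 2 an unadjusted p under 0.05 (exact permutation tests). With the median Ct of each array, 2 had an adjusted p under 0.05, without snoRNA251 1 did, and with centring but no scaling 2 did. The distance of PTDs 7 and 15 from the other samples kept a permutation p under 0.05 in all 11 alternatives, 2 of them added, and was from 10.6 to 18.0. These groups were taken from the paper's components of the same samples, which favours a small p. The number of PTD 3 samples nearer to PTDs 7 and 15 was 3 in these alternatives but 4 with only the miRNAs with a mean Ct of at most 30. The number of miRNAs that differ between the controls of the 2 day labels was 107, and 29 with the median Ct, an alternative added for this result after the data were examined.

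The adjusted Rand index with the groups of Figure 4 was 0.925. It was 0.800 with Ct values above 35 set to 35, 0.688 with the controls labelled day 1, 0.510 with those labelled day 30 and 0.616 with signed linear fold changes. Of the DEMs of PTDs 7 and 15, 10 of 10 had the same direction, 6 of 6 with only the miRNAs with a mean Ct of at most 30, and 23 of 23 for the DEMs found here. For these DEMs, 57 of 65 had their largest change at PTD 7 or 15, against 37 of 43 for those of Table 1. Most miRNAs of both sets were selected as DEMs at these PTDs, which favours this result.

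The direction of miR-762 changed with the normalization and the controls. At PTD 1, its log2 fold change was 0.0167 with the median Ct and 0.49 with the controls labelled day 1, against -0.35. With the controls labelled day 30, it was -0.33 at PTD 3, -0.0726 at PTD 30 and -0.0643 at PTD 120, against 0.30, 0.56 and 0.57. Over the fold changes of the miR-34 family and miR-762 and the distances of each PTD on the components, 291 values kept their direction and their side of 0.05 in the exact permutation test (adjusted p for the distances), 20 no longer passed it, and 8 newly passed it, 5 of them distances. With each sample left out, 266 kept both, 13 no longer passed and 1 newly passed.

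The correlation of miR-34b-5p and miR-34c was from 0.530 within groups to 0.893 over the other normalizations and the ENU samples alone. Among the arrays run from February to March it was 0.935, and among those run in April 0.807. It was not computed for the miRNAs with a mean Ct of at most 30, since miR-34c is not among them. The difference of miR-453 between PTD 120 and PTDs 7 and 15 was from 2.99 to 3.24 with the other normalizations. The choice of controls, the limit on the mean Ct and the limit of 35 cannot change it.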

Differences from the paper's values

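At PTD 1, 5 DEMs were found against the paper's 3, and at PTD 3, 8 against the paper's 5. For PTD 1, the alternatives set before the data were examined that came within 1.5 times the paper's number were the t-tests on ΔCt and on 2^-ΔCt, the exact permutation test, the median Ct of each array, the sets without snoRNA251 or snoRNA202, and the controls labelled day 1, with 3 or 4 DEMs. For PTD 3, they were both t-tests, the exact permutation test and the replicate block, with 5 each, and the set without U6, the limit of Ct at 35 and the miRNAs with a mean Ct of at most 30, with 7 each. The other alternatives set in advance left the difference.

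At PTD 7, 37 DEMs were found against the paper's 14. The t-test on 2^-ΔCt gave 14, and the miRNAs with a mean Ct of at most 30 gave 11, while the other alternatives gave from 28 to 124. At any PTD, 65 DEMs were found against the paper's 43. The t-test on 2^-ΔCt gave 43, and within 1.5 times were also the t-test on ΔCt with 53, the exact permutation test with 49, adjusted p values with 48, the replicate block with 47, the miRNAs with a mean Ct of at most 30 with 36, the sets without snoRNA202, snoRNA142 or U6 with 59, 61 and 63, and the limit of Ct at 35 with 63. The single fit of all groups, the median Ct, the set without snoRNA251 and the controls of a single day label left the difference. A t-test on 2^-ΔCt of Additional file 1, chosen after seeing the values, gave the paper's number at every PTD and included all 43 of its DEMs.

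Of the DEMs at PTD 1 or 3, 8 were also DEMs at PTD 7 or 15 against the paper's 4. With either t-test or the exact permutation test it was 5, with adjusted p values 3, with the replicate block 4 and with the median Ct 6, each within 1.5 times the paper's. The other alternatives set in advance left the difference.

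The fold change of miR-34c at PTD 1 was 1.54 against the paper's 2.37 in its text. With the median Ct it was 1.99, without snoRNA251 1.59, without snoRNA202 1.66 and with the controls labelled day 1 1.68, each within 1.5 times the paper's value, while the sets without snoRNA142 or U6, the limit of Ct at 35, the controls labelled day 30 and the replicate block left the difference. The fold change of miR-762 at PTD 7 was 2.22 against the paper's value of about 4.2 in Fig. 3, read by eye. With the controls labelled day 1 it was 3.97, and none of the other alternatives closed the gap. In Additional file 2, the paper's log2 fold changes are 0.62 for miR-34c at PTD 1 and 1.15 for miR-762 at PTD 7, equal to the values found here, so that these 2 differences are from the text and the figure only.

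The log2 fold change of miR-449a at PTD 15 was 2.39 against the paper's 8.74 in Additional file 2, and that of miR-684 at PTD 15 was -4.23 against the paper's 2.79. None of the alternatives set before the data were examined closed these gaps. With Undetermined wells at a Ct of 0, a setting chosen after seeing the values, they were 8.74 and 2.79.

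The paper's text puts fewer PTD 3 samples with PTDs 7 and 15 on the components than the 3 found here. The paper's text names miR-453 as the exception among the DEMs of PTD 120 that were DEMs earlier. Here miR-135b was a DEM at PTDs 7, 15, 30 and 120, with log2 fold changes of -3.74, -5.27, 2.27 and 2.12. Table 1 of the paper also lists miR-135b as up-regulated at PTDs 30 and 120, so that its calls differ at PTDs 7 and 15 only. The paper describes peaks at PTD 15 for the miR-34 family in one place and at PTD 7 or 15 in another. Here miR-34a was highest at PTD 15, with 2.78, and miR-34b-5p and miR-34c at PTD 7, with 3.00 and 2.33. The paper describes Group II as up-regulated at all times, while 4 of its 6 miRNAs were higher at PTD 1 here. The paper describes Groups III and IV as down-regulated, while at PTDs 30 and 120 their means were above the control group, at 0.87 and 0.74 for Group III and 1.02 and 1.03 for Group IV.

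The paper calls 7 DEMs at PTDs where they were not DEMs here. At PTD 3, miR-339-5p, with a log2 fold change of 0.93, passed without snoRNA202. At PTD 15, miR-672 (1.27), miR-707 (1.35) and miR-700 (1.52) passed with the t-test on 2^-ΔCt, the single fit of all groups and without snoRNA251, and miR-672 and miR-707 also with the controls labelled day 1. At PTD 30, miR-590-5p (1.81) passed with the t-test on 2^-ΔCt, the replicate block, the limit of Ct at 35 and the controls labelled day 1. At PTD 120, miR-205 (1.30) passed with the t-test on 2^-ΔCt, the single fit, the miRNAs with a mean Ct of at most 30 and the controls labelled day 1, and miR-681 (1.48) with the t-test on 2^-ΔCt. With settings chosen after seeing the values, all 7 passed with Additional file 1, miR-339-5p also with its values for replicate 3 of PTD 3 alone, and miR-700, miR-707 and miR-205 with the control well difference as a covariate.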

Other observations

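The splits of the samples and the tests of the reverse transcription control wells, the well position and the reference RNAs for the first component and the controls were chosen only after the result was seen. The tests of the run period, and of the reference RNAs for the miR-34 family, were written down first.

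For each PTD, the mice of the ENU group and the controls were split again into groups of the same sizes, 50 times with as many same-numbered pairs apart as in the real groups and 50 times with another number of such pairs apart. The real number of DEMs at PTD 7 was reached by 1 of 50 splits, the real one itself, and by 0 of the other 50. At PTD 15 it was reached by 2 of 50, and by 0 of the other 50. The second split at PTD 15 gave 50 DEMs and put the 3 controls labelled day 1, all run in February, together with 2 of the PTD 15 samples. This split follows the run period and the day label of the controls, which cannot be told apart, so that a difference between controls in either can give as many DEMs as the comparison of PTD 15 with all 7 controls. All PTD 15 samples were run in the same period as these 3 controls. Their centroid lay 28.3 from that of the 3 controls (exact permutation test, p = 0.0179, the smallest possible). With these controls alone, 34 of the 43 DEMs passed, so that the run period does not account for all changes at PTD 15. Within the period, the controls were run on 24 and 25 February, and the PTD 15 samples from 28 February to 1 March. The day of the run and the group therefore cannot be told apart there. At PTD 3, 3 of 50 splits reached the real number, and 7 of the other 50. At PTD 1, 8 of 50 did, and 14 of the other 50. At PTD 30, 11 of 50 did, and 9 of the other 50, and at PTD 120 15 of 50, and 12 of the other 50. The numbers of DEMs at PTDs 1, 3, 30 and 120 are thus within what other splits of the same mice gave. The splits took no account of the run period, so that those with many DEMs at these PTDs may follow it too. The comparison with them therefore cannot decide whether ENU had an effect at these PTDs. Over all 35 samples, 2 of 100 assignments to the groups gave as many DEMs at any PTD. For the controls of the 2 day labels, 1 of 35 splits gave as many miRNAs, the real one.

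A difference between plates or runs, marked by the 2 reverse transcription control wells, may account for changes at PTDs 7 and 15, to an extent the tests leave open. The difference between these wells changed sign between replicates 2 and 3 of PTD 3, which were run on the same day, and was positive in 12 arrays. Within the groups, it correlated with the second principal component with r = -0.731 (permutation test, p = 0.00042). Without the control group and PTD 3, r was -0.463 (permutation test, p = 0.0602), and -0.224 when the 2 farthest samples were left out too. The difference varied less in the groups that remained, and a lower r can arise from this narrower range alone. Within PTD 3 (3 positive arrays and 2 others) and within the control group (2 and 5), the shift between arrays was tested over all 210 arrangements. The 30 DEMs that were lower at PTDs 7 or 15, by a mean log2 fold change of -2.16, were lower in the positive arrays by -2.68 within PTD 3, in 30 of 30 miRNAs, and by -1.10 within the control group, in 25 of 30 (exact permutation test, one-sided p = 0.00476, the smallest of 210). The 24 other DEMs that were higher, by a mean of 1.24, were higher by 0.48 within PTD 3 and 0.56 within the control group (exact permutation test, one-sided p = 0.0286). The 2 positive arrays of the control group are the 2 run in May, when no sample of PTDs 3, 7 or 15 was run, so that the control wells and the May run cannot be told apart there. In the PTD 3 group, a stronger response of 3 mice could look the same. Across the 376 miRNAs, which are not independent replicates, the shift within PTD 3 correlated with the change at PTDs 7 and 15 with r = 0.711, the highest of the 10 splits of these samples, and within the control group with r = 0.553, the highest of 21. With the difference as a covariate, the mean was -1.65 for the 30 miRNAs and 1.09 for the 24. In that fit of all groups, 25 miRNAs were DEMs at PTD 7 and 37 at PTD 15, against 36 and 50 without the covariate. The shift of -2.68 within PTD 3 was larger than the mean change of -2.16. In run order, arrays up to replicate 2 of PTD 3 had positive scores on the second component. Every later array of February and March, with all of PTDs 7 and 15, had a negative one. Replicate 5 of PTD 7 and replicates 1 and 2 of PTD 15 were among them, with well differences of -0.019, -0.0085 and -0.026. The covariate therefore need not remove all of a step between runs. How much of the changes such a step accounts for stays open.

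The 3 members of the miR-34 family were higher at PTDs 7 and 15 by a mean of 2.45. They shifted with the control wells by 0.33 within PTD 3 and 0.04 within the control group (exact permutation test, one-sided p = 0.371), and with the covariate the mean was 2.38. Against the controls of the same run period, the smallest of their log2 fold changes at PTDs 7 and 15 was 1.72, and with the median Ct of each array it was 1.75, in both cases above the 2-fold threshold. For miR-34a at PTD 7, the exact permutation p was 0.143 within the run period and 0.0619 with the median Ct. For the other family values at these PTDs, it was 0.0179 and 0.00126, the smallest possible. None of these 3 technical differences accounts for the increase, with less certainty for miR-34a at PTD 7. Within the run period, the controls were run on other days than PTDs 7 and 15, which these tests cannot tell apart from ENU. A response of the miR-34 family to ENU at PTDs 7 and 15 is the hypothesis that remains among those tested, found and tested on the same data.

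The position of a well on the plate may also matter. When the wells were divided by odd and even rows and columns into 4 quadrants, the mean log2 difference between PTDs 7 and 15 and the control group ranged from -0.12 to 0.31 over quadrants (permutation of wells, p = 0.0212, with wells that are not independent replicates).

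The first principal component followed the mean Ct of the reference RNAs within the groups, with r = 0.856. As every ΔCt of an array contains this mean, such a relation can arise from the normalization alone, and the component may therefore not describe miRNA expression.

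The controls labelled day 1 and day 30 differed in 107 miRNAs. With the median Ct of each array in place of the reference RNAs, 29 differed, so that the reference RNAs may account for a part of the difference. The controls labelled day 30 were run in April and May, and between these periods the median absolute log2 difference over the miRNAs was 0.50, against 1.01 between February and April and 1.15 between February and May. With the median Ct of each array, these differences were 0.52, 0.52 and 0.79, so that the controls of February and April then differed about as much as those of April and May. With 2 or 3 controls per period, and each period holding a single day label, the day and the run period cannot be told apart.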
